# Bioinformatic identification and characterization of human endothelial cell-restricted genes

**DOI:** 10.1186/1471-2164-11-342

**Published:** 2010-05-28

**Authors:** Manoj Bhasin, Lei Yuan, Derin B Keskin, Hasan H Otu, Towia A Libermann, Peter Oettgen

## Abstract

**Background:**

In this study, we used a systematic bioinformatics analysis approach to elucidate genes that exhibit an endothelial cell (EC) restricted expression pattern, and began to define their regulation, tissue distribution, and potential biological role.

**Results:**

Using a high throughput microarray platform, a primary set of 1,191 transcripts that are enriched in different primary ECs compared to non-ECs was identified (LCB >3, FDR <2%). Further refinement of this initial subset of transcripts, using published data, yielded 152 transcripts (representing 109 genes) with different degrees of EC-specificity. Several interesting patterns emerged among these genes: some were expressed in all ECs and several were restricted to microvascular ECs. Pathway analysis and gene ontology demonstrated that several of the identified genes are known to be involved in vasculature development, angiogenesis, and endothelial function (P < 0.01). These genes are enriched in cardiovascular diseases, hemorrhage and ischemia gene sets (P < 0.001). Most of the identified genes are ubiquitously expressed in many different tissues. Analysis of the proximal promoter revealed the enrichment of conserved binding sites for 26 different transcription factors and analysis of the untranslated regions suggests that a subset of the EC-restricted genes are targets of 15 microRNAs. While many of the identified genes are known for their regulatory role in ECs, we have also identified several novel EC-restricted genes, the function of which have yet to be fully defined.

**Conclusion:**

The study provides an initial catalogue of EC-restricted genes most of which are ubiquitously expressed in different endothelial cells.

## Background

The endothelium, which lines the inner surface of all blood vessels, participates in several normal physiological functions including control of vasomotor tone, the maintenance of blood fluidity, regulation of permeability, formation of new blood vessels, and trafficking of cells [1]. The endothelium also plays an important role in several human diseases. In the setting of inflammation several genes become activated within the endothelium to facilitate the recruitment, attachment, and transmigration of inflammatory cells. Over time, however, in chronic inflammatory diseases EC responses become impaired, leading to EC dysfunction.

As a cell type, ECs exhibit tremendous heterogeneity [2]. For example, there are significant differences in EC structure and function based on the size and type of blood vessel, from larger arteries or veins, to medium sized arterioles or venules, down to capillary ECs. There is also significant heterogeneity at the level of a particular tissue or organ. For example, in the brain, the endothelium plays a particularly important protective role as part of the blood brain barrier with ECs that are closely attached to one another forming a tight barrier that is impermeable to the passage of even small solutes or ions. In contrast, in the liver, the sinusoidal ECs are fenestrated so that small to moderate size transcellular pores promote the uptake of large lipid containing particles from the blood [3,4].

The endothelium is known to play an important role in several human diseases including atherosclerosis, diabetes mellitus, and sepsis. The overall goal of the current study was to use primary and publicly available microarray data from human ECs, non ECs, and tissues, to identify genes that exhibit an EC-restricted pattern, define their distribution in different tissues, and determine whether changes in the expression of any of the genes are linked to particular diseases. Our study, has for the first time, identified and ranked a significant number of genes that exhibit an EC-restricted expression pattern. Among these genes, several interesting patterns of expression emerge. Whereas many of the genes are expressed in all ECs, some are restricted to microvascular ECs. The vast majority of EC-restricted genes are expressed in multiple tissues. The EC-restricted genes were found to be associated with a number of different cellular functions including vasculature development, cell differentiation, and angiogenesis. Analysis of the regulatory regions of the EC-restricted genes demonstrated enrichment of binding sites for a selected number of transcription factors and microRNAs.

## Methods

### Cell culture

HUVEC (human umbilical vein EC cell; Lonza), HAEC (human aortic EC cells), HCAEC (human coronary artery EC cells), HPAEC (human pulmonary artery EC cells), and HMVEC (human microvascular (dermal) EC cell; kindly provided by Dr. William Aird) were grown in EBM-2 (EC Cell Basal Medium-2) supplemented with EGM SingleQuots (Lonza). HASMC (human aortic smooth muscle cell) were grown in SmBM Basal Medium supplemented with SmGM-2 SingleQuot (Lonza). For the isolation of the T and B cells, discarded leukocytes from platelet donations by healthy human donors were used in this study. Samples were obtained from subjects after informed consent was obtained using an institutionally approved protocol (IRB protocol 2005-P-001364/2). Red blood cells were removed using Ficoll-Paque PLUS according to manufacturer's protocol. (GE-Healthcare. Uppsala Sweden). Donor Peripheral Blood Mononuclear Cells (PBMC) were stained with pan T-cell specific CD3-PE and pan B-cell specific CD20-FITC antibodies. Fluorescently labeled cells were sorted using a high speed cell sorter. (FACS Aria. BD biosciences San Jose. California).

### RNA isolation

Total RNA was isolated using the RNAeasy kit (QIAGEN) following the manufacturer's instructions.

### Microarray Analysis

Transcriptional profiling of endothelial and non-EC cells was performed using the Affymetrix oligonucleotide microarray HT U133 plate with 24 chips according to a standard Affymetrix protocol for cDNA synthesis, *in vitro *transcription, production of biotin-labeled cRNA, hybridization of cRNA with HT Plate A and B, and scanning of image output files [5]. The quality of hybridized chips was assessed using Affymetrix guidelines on the basis of average background, scaling factor, number of genes called present, 3' to 5' ratios for beta-actin and GAPDH and values for spike-in control transcripts [6]. We also checked for reproducibility of the samples by using chip to chip correlation and signal-to-noise ratio (SNR) methods for replicate arrays. All the high quality arrays were included for low and high level bioinformatics analysis. Primary gene expression data are publicly available at GEO http://www.ncbi.nlm.nih.gov/geo/ in GSE21212.

### Statistical Analysis

To obtain the signal values, high quality chips were further analyzed by dChip, as it is more robust than MAS5.0 and RMA in signal calculation. The raw probe level data was normalized using smoothing-spline invariant set method. The signal value for each transcript was summarized using PM-only based signal modeling algorithm described in dChip. The PM only based modeling based algorithm yields less number of false positives as compared to the PM-MM model. In this way, the signal value corresponds to the absolute level of expression of a transcript[7]. These normalized and modeled signal values for each transcript were used for further high level bioinformatics analysis. During the calculation of model based expression signal values, array and probe outliers are interrogated and image spikes are treated as signal outliers.

When comparing two groups of samples to identify genes enriched in a given phenotype, if the 90% lower confidence bound (LCB) of the fold change (FC) between the two groups was above 3 and median false discovery rate is <2%, the corresponding gene was considered to be differentially expressed [8]. LCB is a stringent estimate of FC and has been shown to be the better ranking statistic [9]. It has been suggested that a criterion of selecting genes that have an LCB above 2.0 most likely corresponds to genes with an "actual" fold change of at least 3 in gene expression [8,10].

### Identification of EC-restricted genes

The list of differentially expressed genes obtained from the primary analysis (previous section) was further analyzed through a series of steps to obtain EC-restricted genes. This analysis was performed using the following three steps, i); determination of the enrichment score, ii); performing an outlier analysis, and iii); ranking the genes according to EC specificity.

### i) Enrichment Score [ECS]

The enrichment analysis was performed to determine the probability that genes are specifically over expressed in ECs as compared to other primary non-ECs. For this analysis we used the public REFEXA database http://www.lsbm.org/site_e/database/index.html. The REFEXA database consists of gene expression data from a series of primary cells, cancer cell lines, and tissues. The MAS5 normalized data was manually obtained from the database for all the transcripts that were identified as highly expressed in ECs compared to non-ECs in the primary analysis. The enrichment score of each gene was determined by calculating the relative expression in the ECs compared to non-ECs. Each transcript was assigned a present/absent call in every primary cell on the basis of expression value. The transcript is called present (P) in a primary non-endothelial cell if it was expressed >50% of the expression level in the primary ECs, otherwise it was called absent (A). The EC score (ECS) is obtained using the following equation:(1)

where ECS_j _is the enrichment score for a transcript j, A_i _and P_i _are the present and absent calls for the transcript in different normal primary cells (n).

### ii) Outlier Analysis

The outlier analysis was performed on the list of genes obtained after step i) for the selection of genes with restricted EC expression. The outlier analysis was performed by means and standard deviation of the expression values using publicly available microarray data. If the expression of a given transcript in a sample falls 2 standard deviations outside of the mean expression in the distribution obtained using all samples, the particular sample is considered as an outlier. If the cluster of the outliers consists only of ECs, the genes were considered as good candidates for being EC-restricted. On the contrary, if the cluster of the outliers consists of ECs and non-ECs, these genes were considered to have less specificity for ECs and were filtered out from the final analysis.

### iii) Ranking of EC-restricted genes

After the outlier and enrichment analysis, all the identified EC-restricted genes were ranked on the basis of average fold change of a gene in ECs as compared to non ECs (REF_FOLD) in publicly available datasets (REFEXA) and Fold change between ECs and non-ECs from our primary experiment (FC) [EQ 2]. The genes with high REF_FOLD and high FC are considered to be more EC-restricted and assigned a higher rank.(2)

where REF_FOLD = (Expression in ECs in public set/Expression in Non-EC) and FC = (Expression in ECs in primary set/Expression in Non-EC).

To further reduce the false positive rate, we have selected the top 60% of the transcripts with greater than 3 fold expression in ECs compared to non-ECs as good candidates for endothelial restriction.

### Pathways, Gene ontology and Disease set enrichment analysis of EC-restricted genes

The functional analysis of the EC-restricted genes was performed in terms of canonical pathways, disease sets and gene ontology (GO) categories. The canonical pathways and disease set enrichment analysis was performed using the MetaCore tool of GeneGo package http://www.genego.com/. It consists of manually curated information about gene regulation, protein interactions, and metabolic and signaling pathways. The overrepresented canonical pathways and disease biomarker sets were ranked on the basis of P values obtained using the Simes procedure accounting for multiple hypothesis testing representing the probability of mapping arising by chance, based on the number of EC-restricted genes identified in a particular canonical pathway or disease compared to the total number of genes in the GO category/Disease set. The Go categories/Disease set with a False Discovery Rate (FDR) corrected P value <0.05 were considered significant.

The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to identify over-represented gene ontology categories form the endothelial restricted genes [11]. DAVID is an online implementation of the EASE software that produces the list of overrepresented categories using jackknife iterative resampling of the Fisher exact probabilities. A score was assigned to each category by using "-log" of EASE score to show the significantly enriched gene ontology categories. The related gene ontology categories were merged into a cluster using the functional clustering module of DAVID. Higher enrichment scores for particular genes reflect increasing confidence in their over-representation.

### Analysis of transcription factor binding sites

Recent improvements in bioinformatics methods for the analysis of sequences regulating transcription have made it possible to elucidate potential factors involved in regulating key regulatory networks underlying a transcriptional response. We divided the EC specific genes into two sets on the basis of K Mean clustering for promoter analysis i) high expression in all ECs ii) and high expression in HMVEC. The promoter analysis was performed separately on these two sets using the online tool ExPlain http://explain.biobase-international.com/cgi-bin/biobase/ExPlain_2.4.2/ for detection of over-represented transcription factor binding sites. ExPlain uses the MatchTM, a weight matrix-based tool for searching putative transcription factor binding sites [12,13].

For the analysis, we selected regions from 2000 bp upstream to 100 bp downstream of the transcription start site of each gene (Yes set). The enrichment was obtained against a random set of promoters obtained from human housekeeping genes (No set). The entire vertebrate non-redundant set of transcription factors matrix from transfac database was used for scanning potential binding sites [14]. The matrices that did not differ much in density between the positive and negative set were removed from the results. A significant over-representation of a transcription factor binding site in a target set as compared to the background set was determined using a 1-tailed Fisher exact probability test *[P value < 0.01,FC (yes_set/no_set) > 1.2)*. After completion of the enrichment analysis, the transcription factor binding sites for each set were compared with each other, in order to identify TF binding sites that were common and distinct among the different types of ECs (e.g. all, microvascular).

### MicroRNA target analysis

Another potential mechanism of regulating EC specific genes could be through miRNA, a class of small non-coding RNAs, that regulate gene expression primarily through post-transcriptional repression by promoting mRNA degradation in a sequence-specific manner [15]. We were interested in identifying whether miRNA binding sites are enriched in EC-restricted genes. Computational analysis of the miRNA targets sites was performed using **C**omposite **R**egulatory **S**ignature **D**atabase (**CRSD**) http://140.120.213.10:8080/crsd/main/home.jsp, a comprehensive server for composite regulatory signature discovery. CRSD has a package for prediction of miRNA binding sites by searching the UTRs for segments of perfect Watson-Crick in the 3'UTR of the target gene set [16].The miRNA binding sites for each of the micro RNA are calculated in the EC-restricted set and the background set (54,576 genes from human unigenes). The enrichment of each miRNA binding site is calculated on the basis of its abundance in the EC-restricted set and the background set. The significance of enrichment is expressed as a P value (smaller the P value more significant is the enrichment).

### Tissue specificity of EC specific Gene

In order to determine the normal tissue distribution of the EC specific genes, we obtained the normalized expression level from the Stanford Source database [17]. Source database presents the relative expression level of a gene in different tissues that is normalized for the number of samples from each tissue included in UniGene. The gene expression information for the different transcripts was obtained from dbEST expression profile.

In addition to relative gene expression information from the Source database, we have also manually curated the protein expression information about the endothelial specific genes from the Human Protein Atlas database. The Human Protein Atlas is a comprehensive database that provides the protein expression profiles for a large number of human proteins, presented as immunohistological images from most human tissues [18,19]. It contains antibody-based protein expression and localization profiles of >4,000 proteins in 48 normal human tissues and 20 different cancers [20]. The expression level of each protein is presented in a four color scale system that takes into consideration the intensity of the protein expression and quantity of positive images tested for each protein. It is a very useful tool to extract the relative expression level of proteins in different tissues.

### Quantitative real-time PCR

Total RNA was isolated using the RNAeasy kit (QIAGEN, Valencia, CA). Single stranded cDNA was synthesized from total RNA using High Capacity RNA-to-DNA Kit (Applied Biosystems). SYBR Green I-based real-time PCR was carried out on an Opticon Monitor. The sequences of the primers used in this study are listed in Additional File 1. For normalization of each sample, human specific TATA-binding protein (TBP) primers were used to measure the amount of TBP cDNA.

## Results

### Identification of EC-restricted genes

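Cells of 8 types were profiled, with 2 samples of each type. HUVEC are endothelial cells (ECs) of the umbilical vein, HPAEC of the pulmonary artery, HAEC of the aorta, HCAEC of the coronary artery and HMVEC of the small vessels of the skin. The cells set against them were aortic smooth muscle cells (HASMC), which lie beside ECs in the vessel wall, and T cells and B cells isolated from blood, which circulate over them. This gives 10 EC samples and 6 non-EC samples. RNA of each sample was hybridized to an HT U133A and an HT U133B array, so that 32 arrays were used, and 44613 probe sets entered the comparisons.
The deposited values are linear signals, for which the submitters name the MAS5 algorithm. On each array they were scaled so that the mean signal, after the lowest and highest 2% of probe sets are left out, is the same. The paper's methods describe another route for its own counts, an invariant-set normalization and a model of the perfect-match probes in dChip, whose output was not used here. An array has no read depth. Its precision is set by the signal over background and by the spread between replicates: between the 2 samples of a type, the standard deviation of the log2 difference was 0.583 in HASMC, 0.660 to 0.776 in the 5 EC types, 1.162 in T cells and 1.170 in B cells. Signals were analysed as log2(signal + 16), with a mean for each cell type, in limma with Benjamini-Hochberg adjustment over the 32963 probe sets whose signal lay above the median of the table in at least 2 samples. The offset limits the weight of small signals, because the values used carry no detection call and a fold change against a signal of a few units is imprecise. The paper's own rule, a lower 90% confidence bound of the fold change above 3, was applied to the linear signals of the 44613 probe sets. It was applied here in either direction, which the paper's methods do not spell out. Comparisons, gene lists and the rule for the genes named were set before the data were examined. The p-values measure the spread between samples of a type, and a difference between cell types cannot be told apart from a difference between the cultures or people that the 2 samples came from.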

In an effort to identify genes that exhibit an EC-restricted pattern total RNA was isolated from primary cultured ECs (including HUVEC, HPAEC, HAEC, HMVEC, and HCAEC) and non-ECs (HASMC, B cells, T cells). Gene expression profiling was performed using a high throughput platform, HT U133 plate, that measures more than 43,000 well-characterized genes and UniGene clusters. The expression profiling was performed in duplicate. All the array data was determined to be of high quality as assessed by the scaling factor, average background, percent present calls, and 3'/5'RNA ratio. 

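In ECs and HASMC the 3' and 5' ends of the transcript of ACTB, the cytoskeletal actin used as a control on these arrays, gave nearly equal signals. The 3'/5' ratio was 1.196 ± 0.065 (mean ± SD, n = 12 samples) on the A arrays and 1.215 ± 0.056 (n = 12) on the B arrays. In T cells it was 2.146 to 2.865 on the A arrays and 2.308 to 3.127 on the B arrays (n = 2). In B cells it was 4.55 to 11.32 and 5.069 to 13.82 (n = 2), above every other cell type. The ratio of GAPDH, a glycolytic enzyme, was at most 1.061 in ECs and HASMC on the A arrays and reached 2.645 in B cells.
The lymphocyte arrays differed from the EC arrays in other ways as well. On the A arrays the 100 probe sets with the highest signals held 9.42% of all signal in ECs on average, 14.3% in T cells and 21.9% in B cells. The median signal of a B array was 88.1 to 101.1 in ECs, 144 to 150.4 in T cells and 203 to 264 in B cells, although the trimmed mean was the same on all arrays. Between replicates, 33.3% of probe sets in T cells and 31.8% in B cells differed by over 2-fold, against 12.1% to 15.6% in the 5 EC types and 9.26% in HASMC. The scaling factor, the background and the present calls of the arrays cannot be computed from the signals and were not examined.

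**Figure D1:**
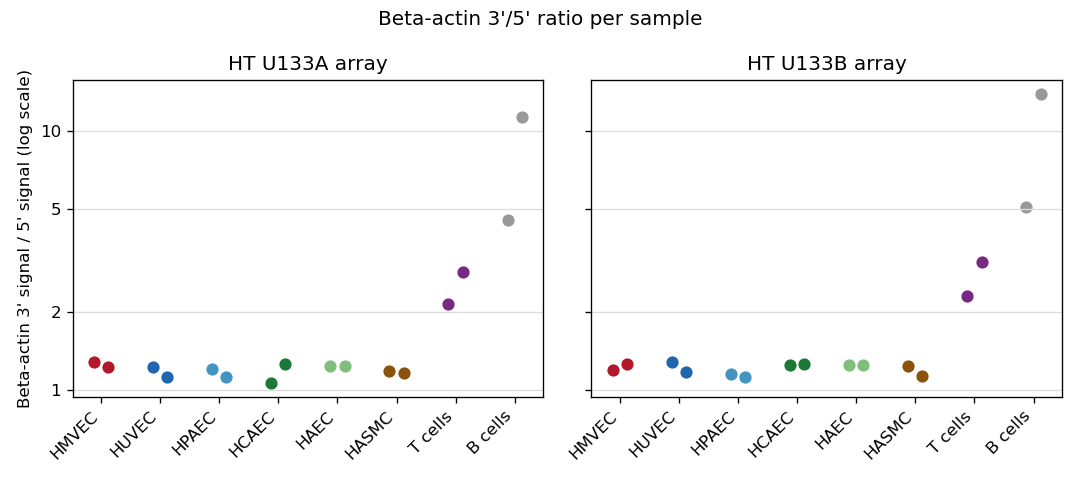
Ratio of the signal at the 3' end to that at the 5' end of ACTB (y axis, log scale) by cell type (x axis), for the A arrays and the B arrays in separate panels. Each point is 1 sample; ECs and HASMC lie between 1.07 and 1.289, T cells higher and B cells highest.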

After normalization and preprocessing of the data, we generated a list of genes that are significantly differentially expressed between different ECs and non-ECs. The heterogeneity in the transcription profile of the EC was identified using unsupervised clustering, reflecting the global similarities between the samples [Figure 1A]. 

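By expression over 32963 probe sets, the large-vessel EC types resembled each other and the lymphocytes stood farthest from the ECs. On values standardised per probe set, the mean correlation was 0.455 (0.307 to 0.587, 5 pairs) between replicates of an EC type, 0.270 among HUVEC, HPAEC, HCAEC and HAEC (24 pairs), and -0.382 (-0.476 to -0.221, 40 pairs) between ECs and lymphocytes. It was 0.055 between HMVEC and the other EC types (16 pairs), and -0.017 between ECs and HASMC (-0.081 to 0.073, 20 pairs). On plain log2 values the mean was 0.939 among the 4 large-vessel types, 0.897 for HMVEC with them, 0.840 for ECs with HASMC and 0.567 for ECs with lymphocytes. T cells and B cells correlated with each other at 0.431, close to the 0.444 between the T cell replicates. Average-linkage clustering of the standardised values parted the lymphocytes from ECs and HASMC first, and HASMC from the ECs next. On plain log2 values the first step was the same, but with 3 or 4 clusters HASMC stayed with all ECs and the lymphocytes were split. Of the 16 samples, 14 had the highest correlation with their own replicate, and in 6 of 8 cell types this held for both samples. These correlations are across probe sets, which are not independent replicates, and no p-value was computed. The 3'/5' ratio of ACTB and the spread between replicates were also highest in the lymphocytes.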

Unsupervised clustering demonstrated the highest similarity within the biological replicates and the least similarity between ECs and non-ECs. 

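HMVEC, the microvascular cells, formed a branch of their own among the ECs, while cells of the umbilical vein, pulmonary artery, coronary artery and aorta shared another. HMVEC correlated with the other 4 EC types at 0.055 on average (-0.042 to 0.193, 16 pairs), and those 4 types with each other at 0.270 (0.136 to 0.418, 24 pairs). HUVEC and HPAEC were the closest pair of EC types, with a mean correlation of 0.393, against 0.548 and 0.509 between their own replicates. The arterial pair HCAEC and HAEC reached 0.266. HMVEC correlated with HUVEC at -0.030 and with HPAEC at -0.012, with HCAEC at 0.153 and with HAEC at 0.108. On plain log2 values the order was the same, 0.897 for HMVEC with the other ECs and 0.939 among those, but with 3 and with 4 clusters HMVEC and HASMC stayed in 1 cluster with the other ECs and the lymphocytes were split.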

The cladogram produced by unsupervised clustering depicted that venous and pulmonary arterial ECs are much closer in expression profile as compared to microvascular cells.

**Figure 1:**
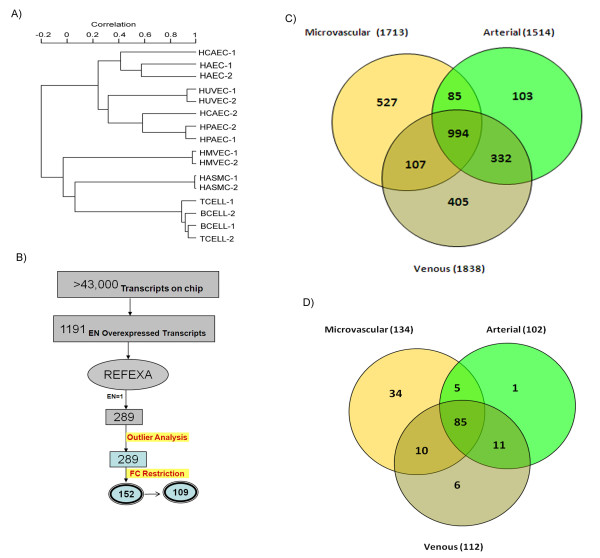
**Overall approach for extraction of endothelial restricted genes**. A) Unsupervised Pearson Correlation based cluster of different EC and non-EC arrays after normalizing the data. ECs (HMVEC, HUVEC, HPVEC, HAEC, and HCEAC) form separate clusters from non-ECs (HSAMC, B Cells, T Cells). In most of cases biological replicates of each cell type have better correlation with each other than with other cell types. B) Venn diagram indicating overlap between microvascular, arterial and venous endothelial differentially expressed genes obtained from the primary analysis C) Schematic representation of the approach for identifying the genes with EC-restricted expression (EC-restricted) D) Venn diagram depicting the overlap between microvascular, arterial and venous endothelial restricted transcripts.

Comparing groups, we found 1,713 transcripts that are differentially expressed in HMVEC compared to non-ECs (LCB > 3 and FDR < 2%). Similarly for HUVEC and HPVEC, 1,534 and 1,539 transcripts were respectively differentially expressed compared to non-ECs. 

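The 5 genes with the largest rise in HMVEC over the non-ECs were MMRN1, a multimerin that binds coagulation factor V (7.85 on the log2 scale), TM4SF18, a membrane protein (7.81), ECSCR, a chemotaxis regulator of the EC surface (7.79), VWF, the von Willebrand factor that binds platelets (7.50), and LYVE1, a hyaluronan receptor of lymphatic ECs (7.58, standard error 0.50, adjusted p = 2.348e-07, limma). The 5 largest falls were those of CD48, a ligand of the lymphocyte receptor CD2 (-6.28), LITAF, a factor induced by lipopolysaccharide (-6.18), GNG2, a G protein subunit (-6.09), CD74, the invariant chain (-6.06), and HLA-DRA, a class II antigen-presenting chain (-5.95). These genes were picked among called genes in which both HMVEC samples lay on the same side of all 6 non-EC samples. Such separation was found in 3478 of 13535 genes (25.7%), and limma called 3116 of these (1804 higher and 1312 lower). Chance gives 7.14% if all samples are exchangeable. The 2 samples of a type resemble each other, so that this chance level is too low.
By the lower bound rule 3947 probe sets of 2206 genes were called, 909 higher and 3038 lower in HMVEC. Other splits of the same 8 samples into 2 and 6 gave a median of 554 calls, a false discovery rate of 14.0%, and the highest of the 27 gave 4154. These splits are not free of real differences, since they mix cell types: the 3 that set both samples of a non-EC type apart gave 1701 to 4154 calls, and the rate is no error rate of unchanged genes. limma called 13265 probe sets, 5731 higher and 7534 lower. Of these calls 43.2% were higher, against 53.1% after quantile normalization and 67.5% after scaling to equal medians. The median difference of all probe sets, over all ECs against the non-ECs, was -0.30 on the log2 scale as deposited, 0.02 and 0.23 after those 2 steps, so that directions are relative to that shift. Without HMVEC replicate 1 or 2 limma called 8015 or 7673 probe sets, a test against a 3-fold change (treat) called 1235, and a fit of only these 8 samples as 2 groups called 477. Without the B cell arrays, whose RNA gave the highest 3'/5' ratios, the rule called 2266.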

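HUVEC and HPAEC shared most of the genes that set them furthest from the non-ECs. ECSCR was higher by 7.68 in HUVEC and 7.76 in HPAEC on the log2 scale, MMRN1 by 7.35 and 7.34, and ROBO4, a guidance receptor of ECs, by 6.76 and 6.87. IL1RL1, the receptor of interleukin 33, was among the 5 genes with the largest rise in HUVEC (7.14, standard error 0.52, adjusted p = 7.078e-07, limma). GNG2 fell by 7.66 in HUVEC and 8.05 in HPAEC, DOCK11, an exchange factor of lymphocytes, by 6.89 and 6.67, and S100A4, a calcium-binding protein of motile cells, by 6.47 and 7.09.
The lower bound rule called 3770 probe sets in HUVEC (635 higher, 3135 lower) and 3936 in HPAEC (634 higher, 3302 lower), with false discovery rates of 13.7% and 13.4% from the median of the 27 other splits. The highest of those splits, which set both samples of a non-EC type apart, called 3941 in HUVEC, above the real count, and 3908 in HPAEC. limma called 14826 (6496 higher) and 14567 (6247 higher). The share of higher calls was 43.8% in HUVEC and 42.9% in HPAEC as deposited, 54.5% and 54.1% after quantile normalization, and 68.7% and 69.6% after scaling to equal medians. Both samples were separated from all non-EC samples in 4186 genes in HUVEC (30.9%) and 4054 in HPAEC (29.95%), and 3833 and 3711 of these were called. The chance share and its limit are those given for HMVEC. Without replicate 1 or 2 of the type itself limma called 8871 or 9098 in HUVEC and 8660 or 9004 in HPAEC. Without the B cell arrays the rule called 1871 and 2004.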

For the arterial EC cells, 1,239 HCAEC and 1,316 HAEC transcripts were determined to be differentially expressed in these cells compared to non-ECs. 

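The arterial ECs carried the same leading genes. CDH5, the cadherin of EC junctions, was higher than in non-ECs by 7.09 in HCAEC and 7.22 in HAEC on the log2 scale, and ROBO4 by 6.70 and 7.21. BMX, a tyrosine kinase of the Tec family, rose by 7.13 in HCAEC (standard error 0.22, adjusted p = 9.147e-10, limma), and ESAM, a tight junction adhesion molecule, by 6.78 in HAEC. NR4A2, a nuclear receptor induced by activation, fell by 6.17 in HCAEC and 6.06 in HAEC. IL1B, the cytokine interleukin 1 beta, fell by 6.10 in HCAEC, and EMB, an adhesion glycoprotein, by 6.95 in HAEC.
The lower bound rule called 3203 probe sets in HCAEC (505 higher, 2698 lower) and 3419 in HAEC (553 higher, 2866 lower), with false discovery rates of 16.7% and 13.6% from the median of the other splits. The highest of those splits, again both samples of a non-EC type, called more than the real one, 3876 in HCAEC and 3714 in HAEC. limma called 13292 (6022 higher) and 13735 (6059 higher). As deposited 45.3% and 44.1% of these were higher, after quantile normalization 54.3% and 53.2%, and after scaling to equal medians 67.7% and 67.4%. Without HCAEC replicate 1 or 2 limma called 8088 or 8264 in HCAEC, and without HAEC replicate 1 it called 7942 in HAEC. Without B cells replicate 1 the rule called 2134 in HCAEC, and without the B cell arrays 1619 in HCAEC and 1624 in HAEC.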

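Of 8737 probe sets called by the lower bound rule in microvascular, arterial or venous ECs, 1738 (19.9%) were called in all 3 groups. HMVEC stood for the microvascular group, HAEC or HCAEC for the arterial and HUVEC or HPAEC for the venous one. Of the probe sets higher in ECs 355 of 1416 (25.1%) were shared, and of those lower in ECs 1373 of 7349 (18.7%), a share computed after seeing the data; the difference was not tested. CDH5, ROBO4 and MMRN1 were called higher by limma in all 5 EC types. By limma calls, which require a change of any size, the share was 9698 of 21621 (44.9%). All comparisons use the same 6 non-EC samples. Unchanged simulated groups set against them gave a median share of 0.209% over 20 simulations (at most 0.444%), and independent lists would share 0.262 higher and 29.9 lower probe sets. The first value leaves out the real effects and the second leaves out the shared samples. The non-EC samples were also split into sets of 3, with 1 EC group set against 1 set and the other groups against the other. The share was then 8.51% to 9.56% over 6 arrangements. Each comparison then had 3 non-EC samples in place of 6, so that the fall from 19.9% cannot be assigned to the shared samples alone.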

Comparison of the differentially expressed transcripts in microvascular (HMVEC), venous (HUVEC, HPVEC) and arterial (HAEC, and HCAEC) cells using Venn diagrams revealed that approximately half of the transcripts are differentially expressed in all three EC types. However we also observed that each EC type possessed a unique expression signature; the differential expression of transcripts was limited to one type of EC [Figure 1B].

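By the same rule 1335 probe sets were called in the microvascular group alone, 1422 in the arterial and 2118 in the venous group. With HPAEC, cells of the pulmonary artery, counted as arterial these became 1335, 2769 and 880, so that the order of the arterial and venous groups depends on that choice. A call in 1 group and not in another does not show that the groups differ. Tested against the mean of the other 4 EC types, limma called probe sets in each large-vessel type, but few in HCAEC. In HUVEC, PLAC8, a cysteine-rich protein also high in T cells and B cells, was higher by 6.44 (standard error 0.39, adjusted p = 1.545e-05, limma), with a signal of 3720 ± 171 (SD, n = 2) against at most 47.1 on average in any other EC type. Periostin (POSTN), a matrix protein, fell by 4.65 and CYTL1, a secreted cytokine-like protein, by 4.84. HPAEC had more CCL23, a chemokine (2.97), and THBS2, an anti-angiogenic thrombospondin (2.61), and less HOXB7, a homeobox factor of body position (-3.31). HCAEC had more IL33, a nuclear alarmin (2.26), PTGIS, the prostacyclin synthase (2.75), and BST2, an interferon-induced membrane protein (2.48), and less FABP4, a fatty acid carrier (-2.84). HAEC had more SLITRK4 (3.98) and CLMP (3.85). GJA5, the gap junction protein connexin 40 of arteries (4.09), and FBLN5, a protein of elastic fibres (3.13), were also higher in HAEC on average. For these last genes not every HAEC sample lay above all other EC samples.
limma called 465 probe sets in HUVEC, 124 in HPAEC, 37 in HCAEC and 134 in HAEC. The 37 are fewer than the 53 false calls in simulated data for HMVEC against the other EC types. Both samples of a type lay on the same side of all other EC samples in 15.2% of genes in HUVEC and 9.03% in HPAEC. The share was 5.34% in HCAEC and 5.97% in HAEC, near the 4.44% that chance gives if all samples are exchangeable. HMVEC is among the other types in each of these comparisons, and the list of lymphatic EC genes was lower in all 4, with adjusted p = 5.362e-06 in HPAEC and 1.732e-07 in HAEC (camera). With an estimated correlation this held for HPAEC, HCAEC and HAEC (adjusted p = 0.02012, 0.0497 and 0.008275), and was lost for HUVEC (adjusted p = 0.05944 with an estimated correlation). These counts move with the samples that share the estimate of spread. The EC arrays fitted alone gave 4152, 2276, 612 and 1108, an alternative chosen after seeing the data. Leaving out 1 sample at a time gave 58 to 1571 in HUVEC, 3 to 634 in HPAEC, 10 to 157 in HCAEC and 6 to 346 in HAEC. The count was 58 or 63 without HUVEC replicate 1 or 2, 4 or 3 without HPAEC replicate 1 or 2, 16 without HCAEC replicate 1 and 6 or 64 without HAEC replicate 1 or 2, and the highest values came without a T cell sample. From the overlap of its own calls against non-ECs, the paper reports that each EC type has a signature of its own.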

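The probe sets called against non-ECs in 1 or more EC types numbered 8737 by the lower bound rule and matched 4484 genes. By this rule most were lower in ECs: 7349 were lower in 1 or more EC types and 1416, of 866 genes, were higher. Tested by limma against a 3-fold change over all ECs, 846 were higher and 867 lower. Among those that limma called lower over all ECs were GNG2 (-7.48 on the log2 scale), NR4A2 (-6.19), S100A4 (-6.07) and RUNX2, a factor of bone and lymphocyte development (-6.10). Among those higher were ECSCR (7.73, standard error 0.55), MMRN1 (7.40, standard error 0.22) and CDH5 (7.05, standard error 0.19). T cell genes were lower in ECs as a list, 23 of 23 measured (median -3.91, camera adjusted p = 2.047e-11), as CCR7, a homing receptor (-4.88), and LCK, a kinase of the T cell receptor (-4.58), show, but the list's adjusted p = 0.137 with an estimated correlation. B cell genes were lower in 22 of 22 (median -2.37, adjusted p = 2.318e-08, camera), among them MS4A1, which encodes CD20 (-4.80). Matrix genes of mesenchymal cells went both ways, 8 higher, 17 lower and 1 not past the test of 26 (adjusted p = 0.112, camera), with COL6A3, a collagen VI chain, lower (-3.23) and FN1, fibronectin, higher (5.71).
Over all ECs limma called 20254 probe sets, 8266 higher and 11988 lower, and 1229 genes were called with every EC sample on the same side of every non-EC sample (791 higher, 438 lower). Chance gives 0.0250% if all samples are exchangeable, which the replicates of a type are not. The share of higher calls was 40.8% as deposited, 52.7% after quantile normalization, 65.1% after scaling to equal medians and 46.9% without the B cell arrays. With HASMC as the only non-EC, limma called 11189, and 1892 of the 20254 were called in the opposite direction. With cell types as units, 5 against 3, it called 2155.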

The total number of transcripts that are significantly different in at least one of the EC types compared to non-ECs consists of 2553, representing 1617 genes. To further refine our initial list of EC-restricted genes, we evaluated the expression of these genes using the data from REFEXA http://www.lsbm.org/site_e/database/index.html to identify EC-restricted genes. To calculate an enrichment score for each gene, expression values were manually obtained for each transcript using the REFEXA database http://www.lsbm.org/site_e/database/index.html. This database has MAS5 normalized gene expression data for several primary cells, including ECs, cancer cell lines, and normal tissues. For analysis we only used the expression data for 30 primary cells and excluded all cancer cell lines. The enrichment and outlier analysis identified 289 outlier transcripts with an enrichment score of 1 (see methods for details). To further reduce the number of false positive results, the top 60% (168 transcripts) of transcripts with an average of greater than or equal to 3 fold overexpression in EC cells as compared to non-EC cells were considered EC-restricted. The expression value of these 168 transcripts was manually checked and transcripts with reduced specificity were removed. After manual inspection of relative expression profiles of each transcript, we selected 152 transcripts that correspond to 109 valid genes exhibiting an EC-restricted pattern (Table 1). 

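Of the 109 probe sets of Table 1, 61 are on the A array and 48 on the B array, and 108 passed the filter. Against the non-ECs 102 were higher, 1 was lower and 5 did not pass (limma). GIMAP5, a GTPase of lymphocyte survival, was the one lower, by -0.77 on the log2 scale (standard error 0.25, adjusted p = 0.0171): its signal was 5247 ± 220.0 (SD, n = 2) in HMVEC and 1833 ± 33.7 (n = 2) in T cells, and 87.3 ± 62.1 (n = 8) in the other ECs. The mean signal of GIMAP5 in ECs was still 1.404 times that in non-ECs. The 5 that did not pass were SLC2A12, a glucose transporter, PROX1, the master regulator of lymphatic ECs, PKHD1L1, OVOS and LOC441179. Each of these 6 was higher in HMVEC than in the other 4 EC types, by 3.12 to 6.73. Set against each non-EC type in turn, 96 were higher than in HASMC, 94 than in T cells, 91 than in B cells and 80 than in all 3. In 68 of them every EC sample lay above every non-EC sample. Chance gives 0.0125% if all samples are exchangeable, which the replicates of a type are not. The study chose these probe sets on these samples among others, so their direction is not independent evidence.
Groups of genes listed beforehand moved with them. Of 42 general EC genes, 24 of them in Table 1, 41 were higher and none was lower (median 4.32 on the log2 scale, adjusted p = 2.218e-20, camera; 41 higher when adjusted over the list alone). KDR, a receptor of VEGF, was higher by 4.78, CAV1, which forms caveolae, by 4.69 and NRP1, a VEGF co-receptor, by 4.36. Of 21 genes of cell junctions, 7 of them in Table 1, 17 were higher, 1 lower and 3 did not pass (median 2.62, adjusted p = 2.042e-06). TJP1, a scaffold of tight junctions, rose by 3.38 and JAM2, a junctional adhesion molecule, was the 1 that fell. Against HASMC alone 8 of the 21 were higher, 2 lower and 11 did not pass (median 0.17, adjusted p = 0.008288; 0.2117 with an estimated correlation). Of 31 transcription factors of ECs, 7 of them in Table 1, 23 were higher and 6 lower (median 1.47, adjusted p = 0.0003043; 25 higher and 6 lower when adjusted over the list alone). SOX7 (4.95) and SOX17 (3.45), factors of vessel development, were higher, and the shear-responsive factors KLF2 (-2.35) and KLF4 (-3.84) lower. Against all non-ECs the 3 lists also passed with an estimated correlation. Their members in Table 1 were chosen by the study on these samples among others, so that these adjusted p-values are not independent of that choice.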

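Fold changes computed here, as the mean signal of the 10 EC samples over that of the 6 non-EC samples, were above 3 for 105 of the 109 probe sets of Table 1, with a median of 13.1. MMRN1 (380-fold), TIE1, an orphan receptor of the angiopoietin system (210-fold), BMX (209-fold), CDH5 (191-fold) and ECSCR (164-fold) had the 5 largest folds. In MMRN1, TIE1, BMX and CDH5 the non-EC mean signal was only 11.5 to 25.9, so that these folds are imprecise. Across the 109 probe sets the log2 fold changes correlated with those of Table 1, which are the paper's, at a Pearson r of 0.755 and a Spearman rho of 0.734 (permutation p = 1e-05 for each, the smallest that the permutations can give). Probe sets are not independent replicates, and both series come from the same arrays. Of the 10 genes with the highest rank score in Table 1, 9 were among the 20 with the highest fold change here. GJA4, connexin 37, was 10.3-fold higher in ECs and lay outside those 20. The median fold change was 25.1 with HASMC as the only non-EC and 23.6 from the highest EC type in place of the EC mean.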

The 152 transcripts with varying EC specificity are ranked on the basis of fold change in the primary set and fold change from the external datasets (e.g. REFEXA). The Rank score is a significance level with larger rank scores indicating increasing confidence in endothelial restriction. The overall schema of curating endothelial specific genes is shown in Figure 1C. Many genes that are known to be EC-restricted, including angiopoietin-2, von Willebrand's factor (vWF), VE-cadherin (CD144) are at the top of the list (Table 1). 

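Angiopoietin-2 (ANGPT2), a ligand of the receptor TEK that loosens vessels, von Willebrand factor (VWF) and VE-cadherin (CDH5) had high signals in all 5 EC types and low signals in the non-ECs. ANGPT2 had a signal of 1445 ± 1159 (SD, n = 10) in ECs and 23.9 ± 43.5 (n = 6) in non-ECs, a log2 difference of 5.24 (standard error 0.23, adjusted p = 2.194e-09, limma). VWF reached 3176 ± 1818 (n = 10) against 22.3 ± 28.3 (n = 6), a difference of 6.40 (standard error 0.27, adjusted p = 1.188e-09). CDH5, at 4939 ± 623 (n = 10) against 25.9 ± 20.6 (n = 6), varied least of the 3 between EC samples (7.05, standard error 0.19, adjusted p = 2.02e-11). Against HASMC alone the differences were 5.93 for ANGPT2, 7.08 for VWF and 6.34 for CDH5.
Other genes that the paper names for ECs were higher as well. ESAM was higher by 6.31 (standard error 0.17), BMX by 6.65, TIE1 by 6.37, ROBO4 by 6.86, EMCN, the sialomucin endomucin, by 5.49 and ERG, an ETS factor, by 5.18. CLDN5, the claudin of EC tight junctions, was higher by 5.18, ICAM2, a constitutive adhesion molecule, by 4.13, EDN1, the vasoconstrictor endothelin 1, by 5.27, BMP4, a growth factor, by 5.57, and APLN, the peptide apelin, by 3.89. Of 28 genes of VEGF, angiopoietin and Notch signalling, 9 of them in Table 1, 23 were higher, 3 lower and 2 did not pass (median 2.74, adjusted p = 7.006e-07, camera; adjusted p = 0.1067 with an estimated correlation). Of 21 genes of haemostasis, 4 of them in Table 1, 15 were higher and 4 lower (median 1.77, adjusted p = 0.00122; adjusted p = 0.1665 with an estimated correlation). The rise in this list was against the lymphocytes: against HASMC alone 5 were higher, 7 lower and 9 did not pass (median 0.14, adjusted p = 0.967). TFPI, the inhibitor of tissue factor, was higher by 4.06, and F8, coagulation factor VIII, was lower (-1.58).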

Comparison of the EC-restricted transcripts in microvascular (HMVEC), venous (HUVEC, HPVEC) and arterial (HAEC, and HCAEC) cells using Venn diagrams revealed that most of the transcripts are differentially expressed in all three EC cell types. 

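Among the 109 probe sets of Table 1 the calls were mostly common to the EC types. By the lower bound rule 108 were called higher in 1 or more groups and 63 of these (58.3%) in the microvascular, arterial and venous groups alike. By limma 83 of 108 (76.9%) were higher in all 3 groups, and 70 were higher in each of the 5 EC types, among them CDH5, ESAM, BMX and ERG. The comparisons share their non-EC samples, as do the calls that the study selected these probe sets by.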

Only a small fraction of transcripts are uniquely differentially expressed in microvascular ECs [Figure 1D]. 

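Of the 108 Table 1 probe sets called higher, the lower bound rule gave 26 (24.1%) in HMVEC alone, 2 in the arterial group alone and 2 in the venous group alone. limma gave 11 (10.2%) in HMVEC alone and none in the arterial or venous groups alone. The 11 were FLT4, the VEGF receptor of lymphatic ECs, PROX1, GIMAP5, ADRB1, the beta-1 adrenergic receptor, ABCA4, SLC2A12, LOC441179, PKHD1L1, MYLK2, OVOS and KALRN. They are listed because the count is theirs, and ABCA4, MYLK2 and KALRN were chosen after their values were seen. Tested directly against the other 4 EC types, 44 of the 108 were higher in HMVEC, 10 lower and 54 did not pass. From the overlap of its own calls, the paper reports that most EC-restricted transcripts are common to the EC types and few are unique to microvascular ECs.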

A colorogram demonstrating the expression pattern for each of the EC-restricted genes is shown in Figure 2. The colorogram consists of a range of patterns from transcripts highly expressed in all EC types (Pattern IV) to transcripts that are highly expressed in particular EC types (Pattern I). 

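Grouping the 109 Table 1 probe sets by k-means with 4 centres on values standardised per probe set gave 2 groups high in all ECs, 1 high in HMVEC and 1 in which HMVEC lay below the other ECs. The largest held 44 probe sets, among them VWF, ERG, ESAM, NOS3, PECAM1 and KDR, with a mean of 0.93 in HMVEC, 0.58 to 0.74 in the other EC types, -1.40 in HASMC, -1.14 in T cells and -0.90 in B cells. A group of 30, among them PROX1, LYVE1, FLT4, TBX1 and GJA4, stood at 2.03 in HMVEC and -0.28 to -0.01 in the other EC types. In 27, among them CDH5, EDN1, BMP4 and EMCN, all ECs were high and HASMC (-0.53) lay above T cells (-1.50) and B cells (-1.35). In 8, among them APLN, IL1RL1 and MMP10, a matrix metalloproteinase, HMVEC (-0.63) lay below the other EC types (0.70 to 0.89). IL1RL1 had a signal of 8.60 ± 7.76 (SD, n = 2) in HMVEC and 9815 ± 258 (n = 2) in HUVEC. With 5 centres 2 groups, of 16 and 15 probe sets, were high in HMVEC, and with 3 centres 1 group of 30.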

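Most of the lymphatic EC genes measured were higher in HMVEC than in the other EC types. PROX1, the transcription factor that sets lymphatic identity, had a signal of 9796 ± 406 (SD, n = 2) in HMVEC and 101 ± 81.5 (n = 8) in the other ECs, a log2 difference of 6.73 (standard error 0.54, adjusted p = 3.308e-07, limma). Podoplanin (PDPN), a surface mucin, differed by 7.35 (standard error 0.87), TFF3, a trefoil peptide, by 7.15 (0.40), MAF, a transcription factor, by 6.55 (0.30), RELN, the secreted protein reelin, by 5.19 and LYVE1 by 4.98. Of 19 lymphatic EC genes measured, 8 of them in Table 1, 15 were higher in HMVEC, 2 lower and 2 did not pass (median 3.97, adjusted p = 1.697e-14, camera; 16 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0008092 with an estimated correlation). The 2 lower were ADAMTS1, a matrix protease (-4.60), and CLDN7, a claudin (-1.56). Of 21 genes typical of blood vascular ECs, 4 were higher, 8 lower and 9 did not pass (median -0.42, adjusted p = 0.1721). VEGFC, a lymphatic growth factor (-4.49), CDH2, N-cadherin (-4.44), and IL6, an inflammatory cytokine (-3.25), were lower.
FLT4, whose ligand is VEGFC, reached 2142 ± 233 (n = 2) in HMVEC and 106 ± 61.1 (n = 8) in the other ECs, a difference of 4.37 (standard error 0.59, adjusted p = 6.948e-05). T cells had 165 ± 46.0 (n = 2), and all ECs together did not differ from T cells (0.11, adjusted p = 0.8918). TBX1, a T-box factor, was 482 ± 6.72 (n = 2) in HMVEC and 45.5 ± 61.0 (n = 8) in the other ECs, a difference of 3.60 (standard error 0.60, adjusted p = 0.001952). ANGPT2 was 3287 ± 301 (n = 2) in HMVEC, 2118 ± 129 (n = 2) in HUVEC and 509 to 697 on average in HPAEC, HCAEC and HAEC. It was higher in HMVEC than in the mean of the other 4 types by 1.98 (standard error 0.36, adjusted p = 0.00333). For ANGPT2, HMVEC versus the other 4 EC types, the adjusted p ranged from 1.089e-07 to 0.0837 over the alternatives, and it passed in all of them except without HMVEC replicate 2 (0.0837). GJA4 was also higher in HMVEC (3.97, standard error 0.27), while CDH5 did not differ (0.03, standard error 0.28, adjusted p = 0.9704).
limma called 3294 probe sets between HMVEC and the other ECs, 1622 higher and 1672 lower. In 4337 genes (32.0%) both HMVEC samples lay on the same side of all 8 others, and 1692 of these were called. Chance gives 4.44% if all samples are exchangeable, but replicates resemble each other, so that this chance level is too low. Without HMVEC replicate 1 or 2 limma called 1170 or 975, without T cells replicate 1 or 2 5393 or 5417, and on the EC arrays alone 8214. HMVEC came from skin and the other ECs from large vessels, so that vessel type, organ and culture change together. The paper states that ANGPT2, TBX1 and FLT4 exemplify transcripts of HMVEC.

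**Figure D2:**
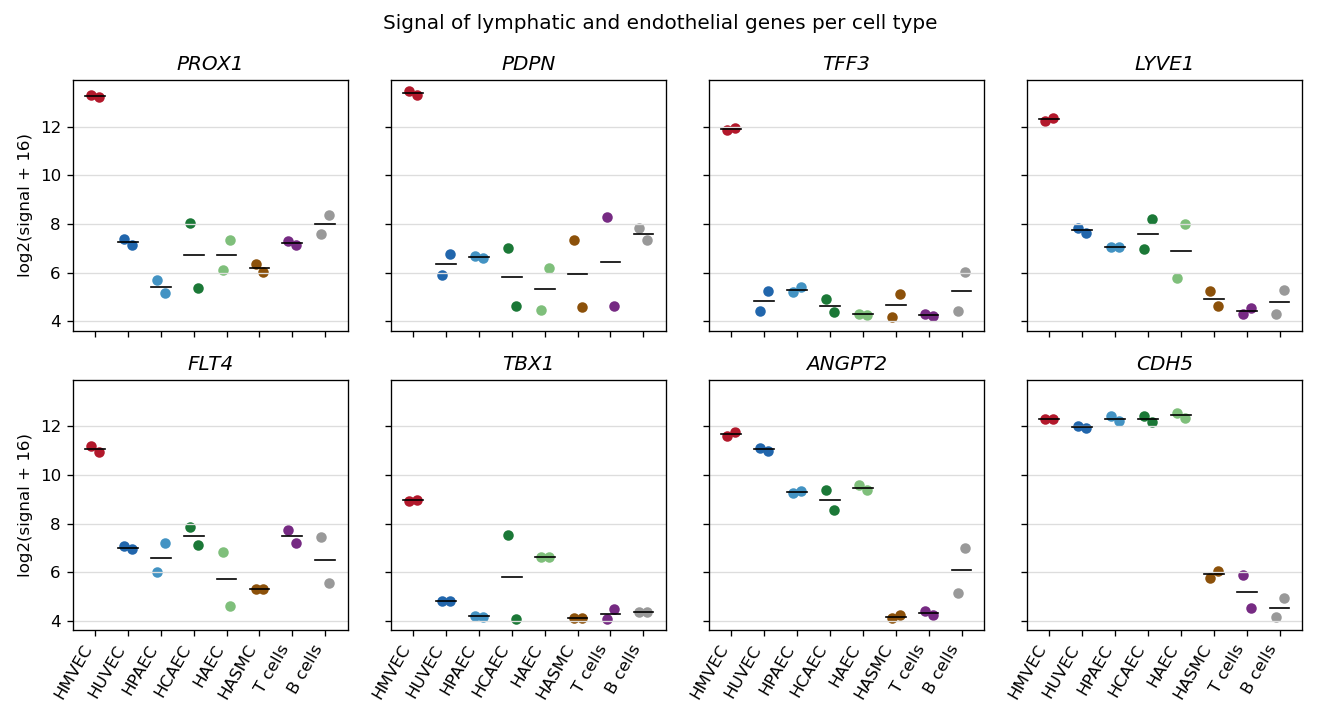
Signal, as log2(signal + 16) (y axis), of 8 genes in the 8 cell types (x axis), with a panel for each gene. Each point is 1 sample and each line the mean of a type. PROX1, PDPN, TFF3, LYVE1, FLT4 and TBX1 are highest in HMVEC, ANGPT2 is highest in HMVEC and HUVEC, and CDH5 is alike in all 5 EC types.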

ANGPT2, TBX1, FLT4 are examples of genes that are highly expressed in the HMVEC cells. The expression patterns of EC-restricted genes were further confirmed using the REFEXA dataset [Figure 3]. To further validate the microarrays results, we used PCR to quantitate the expression levels of 12 randomly selected EC-restricted genes in primary ECs and non-ECs. A very similar EC-restricted expression pattern was observed for all 12 genes [Figure 4]. Although the relative fold enrichment of some of the EC-restricted genes was somewhat lower than initially identified by microarray analysis, the expression in non-ECs remained quite low or absent in comparison to ECs.

**Table 1:** List of the endothelial restricted genes with detailed annotation and rank score

Probe	Gene Symbol	UGCluster	FC	REFEXA_FC	Rank
205612_at	MMRN1	Hs.268107	172.65	64.625	11157.50625
204482_at	CLDN5	Hs.505337	124.75	47.5625	5933.421875
202112_at	VWF	Hs.440848	61.15	78.05172414	4772.862931
206464_at	BMX	Hs.495731	55.28	80.46153846	4447.913846
205572_at	ANGPT2	Hs.583870	69.88	20.21875	1412.88625
204904_at	GJA4	Hs.296310	37.23	34.5	1284.435
204677_at	CDH5	Hs.76206	79.89	13.96610169	1115.751864
204468_s_at	TIE1	Hs.78824	78	14.19626168	1107.308411
226028_at	ROBO4	Hs.524121	34.97	27.89130435	975.358913
227779_at	ECSCR	Hs.483538	53.73	12.03448276	646.6127586
222856_at	APLN	Hs.303084	76.9	8.106666667	623.4026667
207526_s_at	IL1RL1	Hs.66	64.53	9.56846473	617.453029
204134_at	PDE2A	Hs.503163	43.51	13.72368421	597.1175
214319_at	FRY	Hs.507669	38.96	15.2962963	595.9437037
219059_s_at	LYVE1	Hs.655332	88.96	6.384615385	567.9753846
201785_at	RNASE1	Hs.78224	28.82	18.38461538	529.8446154
236262_at	MMRN2	Hs.524479	28.44	18.28571429	520.0457143
204818_at	HSD17B2	Hs.162795	133.64	3.846938776	514.104898
220637_at	FAM124B	Hs.147585	17.93	23.09090909	414.02
229902_at	FLT4	Hs.646917	19.45	20.94594595	407.3986486
205392_s_at	CCL14	Hs.714858	45.05	8.48	382.024
223567_at	SEMA6B	Hs.465642	17.28	21.82608696	377.1547826
211273_s_at	TBX1	Hs.173984	35.43	10.18181818	360.7418182
213715_s_at	KANK3	Hs.322473	34.78	10.23076923	355.8261538
222885_at	EMCN	Hs.152913	36.24	8.930555556	323.6433333
206331_at	CALCRL	Hs.470882	44.19	7	309.33
225369_at	ESAM	Hs.173840	14.83	20.10714286	298.1889286
219837_s_at	CYTL1	Hs.13872	47.07	5.946969697	279.9238636
241926_s_at	ERG	Hs.473819	79.8	3.44	274.512
238488_at	LRRC70	Hs.482269	12.1	21	254.1
203934_at	KDR	Hs.479756	40.75	6.224137931	253.6336207
227923_at	SHANK3	Hs.149035	15.6	12.96296296	202.2222222
225817_at	CGNL1	Hs.148989	27.25	7.260869565	197.8586957
229002_at	FAM69B	Hs.495480	26.39	7.414634146	195.6721951
228489_at	TM4SF18	Hs.22026	53.73	3.328	178.81344
210082_at	ABCA4	Hs.416707	16.65	9.857142857	164.1214286
235334_at	ST6GALNAC3	Hs.337040	24.36	6.659090909	162.2154545
229309_at	ADRB1	Hs.99913	19.91	7.891891892	157.1275676
235044_at	CYYR1	Hs.37445	23.53	5.6	131.768
205569_at	LAMP3	Hs.518448	14.72	8.56	126.0032
229233_at	NRG3	Hs.125119	19.5	6.285714286	122.5714286
235050_at	SLC2A12	Hs.486508	17.4	6.363636364	110.7272727
220027_s_at	RASIP1	Hs.233955	16.99	6.03125	102.4709375
204683_at	ICAM2	Hs.431460	9.09	11.23245614	102.1030263
220300_at	RGS3	Hs.494875	29.92	3.411764706	102.08
206283_s_at	TAL1	Hs.705618	24.65	4.097222222	100.9965278
227307_at	TSPAN18	Hs.385634	7.32	13.53333333	99.064
206210_s_at	CETP	Hs.89538	7.91	12.33333333	97.55666667
228601_at	LOC401022	Hs.98661	12.94	7.36	95.2384
218825_at	EGFL7	Hs.91481	13.85	6.789473684	94.03421053
211518_s_at	BMP4	Hs.68879	28.88	3.243243243	93.66486486
229726_at	GRAP	Hs.567416	9.1	10.14285714	92.3
229376_at	PROX1	Hs.585369	26.82	3.338461538	89.53753846
204368_at	SLCO2A1	Hs.518270	17.02	5.051724138	85.98034483
230132_at	ATP5SL	Hs.351099	22.49	3.585106383	80.62904255
209543_s_at	CD34	Hs.374990	17.19	4.68115942	80.46913043
228311_at	BCL6B	Hs.22575	12.6	6.333333333	79.8
219568_x_at	SOX18	Hs.8619	3.72	21.42857143	79.71428571
218736_s_at	PALMD	Hs.483993	17.5	4.270072993	74.72627737
204681_s_at	RAPGEF5	Hs.174768	22.02	3.351851852	73.80777778
239665_at	LOC441179	Hs.719702	20.51	3.578947368	73.40421053
238846_at	TNFRSF11A	Hs.204044	11.24	6.416666667	72.12333333
222911_s_at	CXorf36	Hs.98321	18.06	3.953703704	71.40388889
231887_s_at	KIAA1274	Hs.202351	13.86	4.685185185	64.93666667
202411_at	IFI27	Hs.532634	8.4	7.202764977	60.50322581
205581_s_at	NOS3	Hs.647092	11.89	4.958333333	58.95458333
206481_s_at	LDB2	Hs.714330	18.81	3.117505995	58.64028777
224385_s_at	MOV10L1	Hs.62880	5.37	10.09090909	54.18818182
230250_at	PTPRB	Hs.434375	13.61	3.787878788	51.5530303
230673_at	PKHD1L1	Hs.170128	4.04	12.625	51.005
222908_at	FAM38B	Hs.585839	7.79	6.5	50.635
240646_at	GIMAP8	Hs.647121	8.59	5.7	48.963
231792_at	MYLK2	Hs.86092	13.89	3.5	48.615
208983_s_at	PECAM1	Hs.514412	9.63	4.606138107	44.35710997
51158_at	FAM174B	Hs.27373	12.38	3.533333333	43.74266667
214156_at	MYRIP	Hs.594535	3.08	12.88888889	39.69777778
205507_at	ARHGEF15	Hs.443109	11.7	3.202898551	37.47391304
218901_at	PLSCR4	Hs.477869	7.29	5.044217687	36.77234694
228342_s_at	ALPK3	Hs.459183	12.23	3	36.69
219247_s_at	ZDHHC14	Hs.187459	4.32	8.176470588	35.32235294
213552_at	GLCE	Hs.183006	10.2	3.446428571	35.15357143
205247_at	NOTCH4	Hs.436100	6.44	5.409090909	34.83454545
205003_at	DOCK4	Hs.654652	11.06	3.085365854	34.12414634
218711_s_at	SDPR	Hs.26530	8.83	3.822222222	33.75022222
201801_s_at	SLC29A1	Hs.25450	10.62	3.057324841	32.46878981
218995_s_at	EDN1	Hs.511899	9.37	3.31779661	31.08775424
206855_s_at	HYAL2	Hs.76873	5.2	5.645502646	29.35661376
226636_at	PLD1	Hs.382865	8.18	3.347826087	27.38521739
211177_s_at	TXNRD2	Hs.443430	6.85	3.825688073	26.2059633
228245_s_at	OVOS	Hs.524331	6.8	3.851485149	26.19009901
218805_at	GIMAP5	Hs.647079	4.08	6.153846154	25.10769231
233924_s_at	EXOC6	Hs.655657	6.79	3.680672269	24.99176471
223796_at	CNTNAP3	Hs.658328	7.27	3.396039604	24.68920792
220945_x_at	MANSC1	Hs.591145	8.04	3.065934066	24.65010989
230800_at	ADCY4	Hs.443428	7.13	3.260869565	23.25
237466_s_at	HHIP	Hs.507991	5.84	3.927492447	22.93655589
205635_at	KALRN	Hs.8004	4.8	4.657894737	22.35789474
240890_at	LOC643733	Hs.713751	3.71	5.5	20.405
213030_s_at	PLXNA2	Hs.497626	5.18	3.504761905	18.15466667
243337_at	FREM3	Hs.252714	3.42	4.461538462	15.25846154
226882_x_at	WDR4	Hs.248815	3.51	4.122807018	14.47105263
232080_at	HECW2	Hs.654742	4.02	3.578947368	14.38736842
210044_s_at	LYL1	Hs.46446	4.42	3.239669421	14.31933884
205680_at	MMP10	Hs.2258	4.03	3.326693227	13.40657371
206222_at	TNFRSF10C	Hs.655801	3.29	3.714285714	12.22
219777_at	GIMAP6	Hs.647105	3.64	3.335664336	12.14181818
203650_at	PROCR	Hs.647450	3.27	3.582278481	11.71405063
222446_s_at	BACE2	Hs.529408	3.26	3.023094688	9.855288684
238036_at	SHE	Hs.591481	3.06	3.219512195	9.851707317

**Figure 2:**
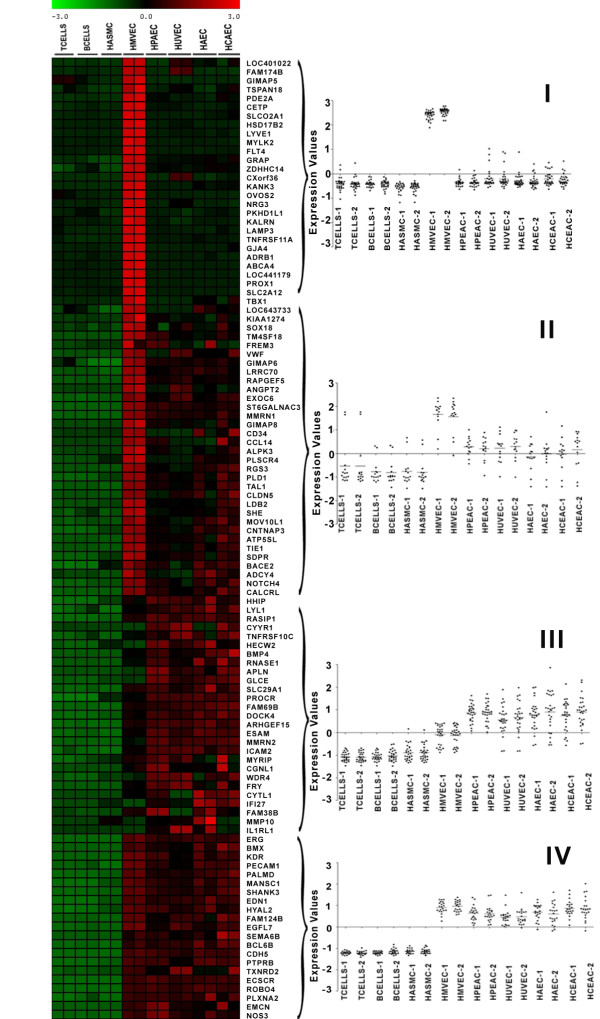
**Colorgram depicting the expression of EC-restricted genes in different cell types in the primary set**. The columns represent the samples and rows represent the genes. Gene expression is shown with a pseudocolor scale (-3 to 3) with red color denoting high expression level and green color denoting low expression level of the gene. The scatter plots along the heatmap depict the different patterns in expression of EC-restricted genes obtained using K mean clustering. The K mean clusters are represented as scatter plots with bars denoting the mean expression level. Pattern I and IV depict a range of expression patterns exhibited by EC-restricted genes. For example pattern IV and I denotes the genes that are highly expressed in all endothelial cell types (pan EC) and HMVEC cells respectively.

**Figure 3:**
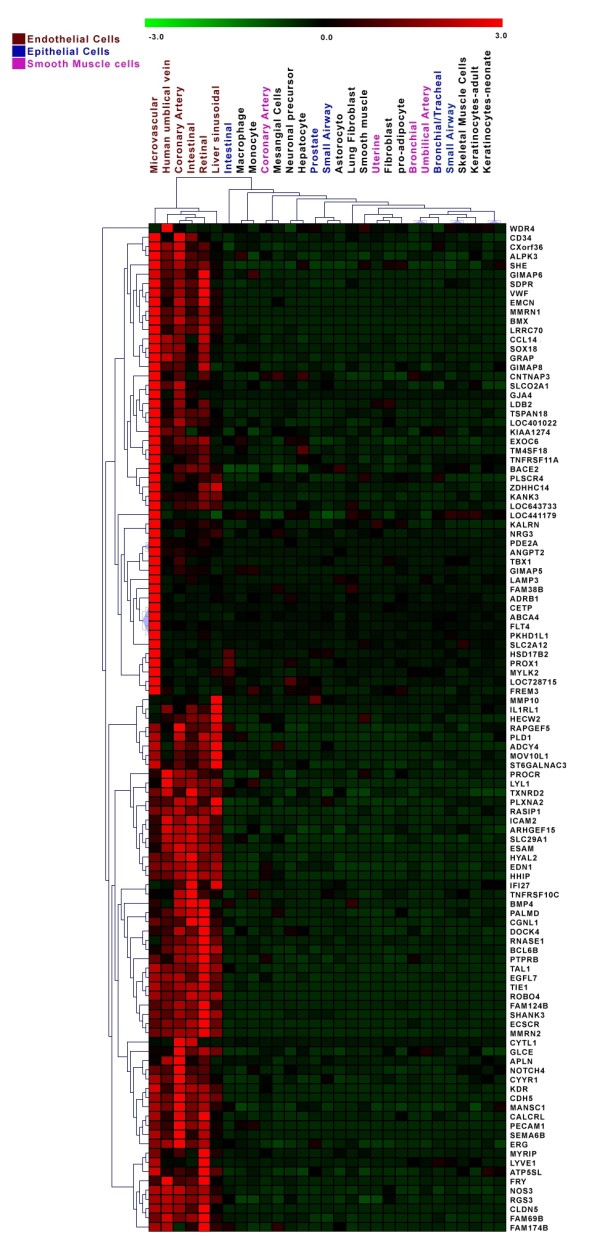
**Expression of ECs restricted genes in REFEXA database**. **A) **Hierarchical clustering analysis of EC-restricted expression genes using REFEXA gene expression data. The columns represent the samples (primary endothelial and non endothelial cells from REFEXA database) and rows represent the genes. The detailed information about the primary cells can be obtained from REFEXA database http://157.82.78.238/refexa/main_search.jsp. Gene expression is shown with pseudocolor scale (-3 to 3) with red denoting high expression level and green denoting low expression level of gene.

**Figure 4:**
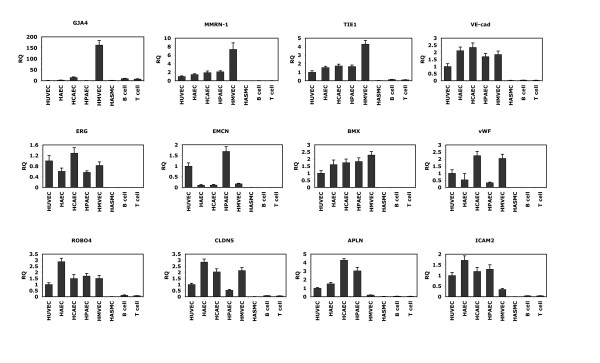
**Validation of a selected subset of endothelial-restricted genes by quantitative RT-PCR**. Validation of a subset of EC-restricted genes from Table 1 was conducted using primary ECs and non-ECs by quantitative RT-PCR (n = 3 per cell type). The gene symbol is listed for each gene. RQ refers to "relative quantity" where the expression in HUVECs has been set to 1.0 and the relative expression of the other cell types are compared to that in HUVECs.

### Pathways and Gene Ontology (GO) Processes modulated by EC-restricted genes

We performed an enrichment analysis of the EC-restricted genes to identify the pathways and GO processes where the EC-restricted genes occur more often than would be expected by random distribution. The pathway enrichment analysis was performed using the MetaCore tool of the GeneGO package where P values of <0.05 (FDR adjusted) are considered significant. The enrichment analysis identified a set of statistically significant enriched pathways (Figure 5A). The most highly enriched pathways included "*EC contacts by junctional/nonjuctional mechanisms*", "*Regulation of eNOS activity in cardiomyocytes and endothelial cells*", "*thrombospondin signaling*", "*Role of PKA in cytoskeleton reorganization*", many of which would be expected based on the identified gene list. The enrichment analysis for GO categories was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) program. The top clusters of biological processes and metabolic functions that are enriched in the set of differentially expressed genes are shown in Figure 5B. The most highly enriched clusters of the gene ontology categories included vasculature development and angiogenesis, immune responses, cell adhesion, and cell motility and migration. Vascular development and angiogenesis is the highest enriched GO cluster in which the EC-restricted genes are overrepresented (Enrichment score 4.72). This finding supports the overall concept that at least a subset of the genes we identified as being EC-restricted have previously been described in processes known to involve ECs.

**Figure 5:**
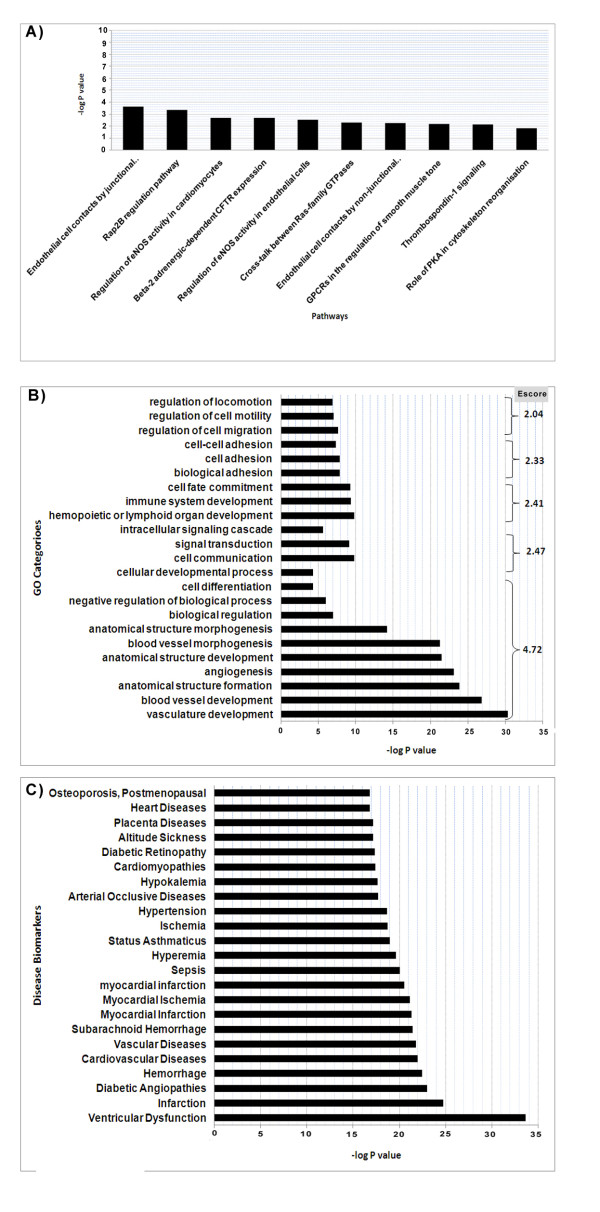
**Enrichment analysis of EC-restricted genes**. **A) **Top enriched Canonical Pathways **B) **Top enriched GO Processes. **C) **Top enriched disease set. The analysis for pathways and disease set enrichment was performed using the MetaCore tool of the GeneGo package. The GO categories enrichment analysis was performed using the DAVID tool. The Bar graphs depict the enriched pathway or Go process categories and -log of the P value. The P value depicts the significance of enrichment, the smaller is the P value the more significant is the enrichment. The pathways and disease sets with FDR adjusted P value < 0.05 are considered significant. The panel for gene ontology enrichment depicts the enrichments for each GO category (-log P value) as well as the Escore for a cluster of related GO categories.

#### Disease set enrichment of EC-restricted genes

In order to evaluate whether the EC-restricted genes are potentially linked to the pathogenesis of certain human diseases, we performed a disease set enrichment analysis using disease sets on the basis of published literature (DSPL). DSPL enrichment analysis was performed using the MetaCore tool in the GeneGO package. The disease associations are summarized in Figure 5C, depicting the top diseases in which EC-restricted are enriched. The EC-restricted genes are enriched in the many cardiovascular diseases including ventricular dysfunction, myocardial infarction, hypertension, diabetic angiopathies, arteriosclerosis, and several other vascular diseases. Interestingly, ischemia was listed as a disease in which the EC-restricted are over-represented (P value = 2E-06). The EC-restricted genes are also enriched (P value < 0.01) in neurological diseases including subarachnoid hemorrhage (P value = 3.00E-07).

### Regulatory mechanism governing EC-restricted genes

To begin to understand the complex and intricate regulation of the EC-restricted genes, we were interested in determining whether certain transcription factors or miRNAs might be involved in regulating these genes. Transcription factors play a critical role in defining cell and tissue specificity of gene expression. In this study the TFactor enrichment analysis was performed on two sets of EC-restricted genes categorized on the basis of expression profiles; the sets of genes are highly expressed in i); all EC types (pan EC), ii); only in HMVEC. The TFactor enrichment analysis was only performed on these two sets as they constitute the major fraction of EC-restricted genes. TFactor enrichment analysis was performed using the ExPlain tool, a program for gene expression analysis from BIOBASE. We performed the analysis on a region 2 kb upstream to 100 bp downstream of each of the EC-restricted genes using vertebrate_non_redundant matrices (yes set). Background frequencies were calculated based on the promoters of human housekeeping genes (No set) [12]. A TF binding site was considered to be enriched in a gene set on the basis of the P value (P value < 0.001 and Yes/No > 1.2). The analysis identified binding sites for >20 transcription factors, among the EC-restricted genes expressed in all EC, and in the subset enriched only in microvascular ECs [Figure 6]. Binding sites for the TF factor that were identified for both of these sets of genes included, CDXA, GATA, IPF1, NFAT, CDP, AIRE and OCT1. However, the binding sites for particular sets of transcription factors (e.g. FAC1, POU1F1, STAT1, AR, SRF, LRH) are only enriched in promoters of microvascular EC-restricted genes.

**Figure 6:**
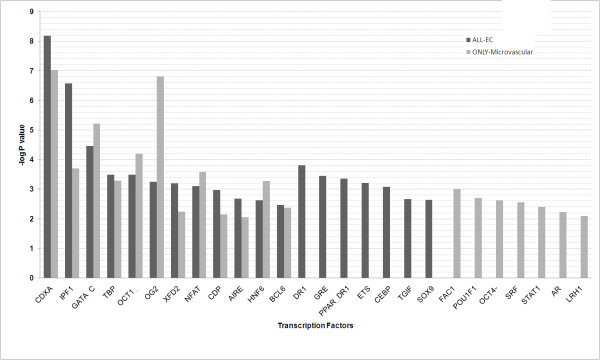
**Regulation analysis of EC-restricted genes**. The list of the transcription factor binding sites that are enriched in 2 kb upstream to 100 bp downstream region. The enrichment in gene sets that are highly expressed in all endothelial cells and only microvascular EC is shown in black and grey color respectively. The X-axis represents the transcription factors and Y-axis represents -log P value.

Another mechanism by which gene expression can be regulated is through small noncoding RNAs or microRNAs (miRNA). MiRNAs regulate gene expression through translational repression of mRNA by promoting the degradation of mRNA by binding to specific sequences in the untranslated regions of the mRNA. We performed a bioinformatics analysis of the EC-restricted genes in order to identify whether the identified EC-restricted genes are targets of miRNAs. We used *composite regulatory signature database *(CRSD) web tools that take into consideration the sequence match and free energy of binding to predict binding sites [16]. Our analysis identified 31 miRNA binding sites that are significantly enriched (P value < 0.05) in the UTR of the EC-restricted genes [Figure 7]. Mir-432, Mir-188, and Mir-331 target each have putative binding sites in the 3' UTR of >8 EC-restricted genes. A summary of the miRNA binding sites for EC-restricted genes is provided in Table 2. Additionally details of miRNA Binding sites along with target and reference sequences are provided in Additional File 2.

**Table 2:** List of significantly enriched miRNAs binding sites.

microRNA	Hits	P-Value	FDR	**Gene Symbol**,
hsa-miR-432*	11	1.53E-04	0.035458796	PALMD,RAPGEF5,LOC90139,MYLK2, CETP,TIE1,GLCE,VWF,ROBO4,KIAA1274, PDE2A,

hsa-miR-188	10	7.60E-04	0.058786382	CDH5,EGFL7,CXorf36,,RNASE1,SEMA6B, ESAM,RGS3,ROBO4,HYAL2,

hsa-miR-132	6	6.39E-04	0.074133993	IL1RL1,CXorf36,LOC90139,SLC29A1, IPO11,LOC116441,

hsa-miR-331	9	0.002161	0.10028083	TXNRD2,LOC90139,FLJ22746,BCL6B, SEMA6B,ESAM,KIAA1274,TBX1,ICAM2,

hsa-miR-296	9	0.001918	0.111262412	ARHGEF15,CDH5,APLN,RNASE1, SEMA6B,ESAM,ROBO4,CGNL1,

hsa-miR-512-5p	8	0.00932	0.166330341	APLN,RAPGEF5,BCL6B,SLCO2A1, LOC400451,KDR,ROBO4,FLJ46061,

hsa-miR-503	8	0.008909	0.172244646	APLN,LOC90139,ESAM,MGC20262, VWF,ROBO4,ZDHHC14,HYAL2,

hsa-miR-518e	5	0.008905	0.187818163	LAMP3,NOTCH4,BCL6B,GLCE,SEMA6B,

hsa-miR-520a*	8	0.008722	0.202353355	EGFL7,FLJ10241,APLN,ABCA4, HSD17B2,SHANK3,ESAM,CGNL1,

hsa-miR-345	8	0.008564	0.220764545	FLJ10241,RAPGEF5,MYLK2,ADCY4, PLSCR4,GJA4,RGS3,PDE2A,

hsa-miR-490	8	0.008331	0.241605345	CDH5,ESAM,MGC20262,ROBO4, FLJ46061,MOV10L1,CGNL1,ICAM2,

hsa-miR-299-3p	5	0.007968	0.264095479	APLN,TNFRSF11A,TIE1, PECAM1,ROBO4,

hsa-miR-328	8	0.007307	0.282532121	EGFL7,CLDN5,CXorf36,LOC90139,SEMA6B, RGS3,ROBO4,KIAA1274,

hsa-miR-525	7	0.029061	0.293137643	EGFL7,FLJ10241,RAPGEF5,NOTCH4, FLJ22746,ESAM,FLJ46061,

hsa-miR-337	7	0.027316	0.301772827	RAPGEF5,FLJ22746,SHANK3, LOC400451,PLSCR4,KIAA1274,

The miRNAs that are expressed at relatively low level as compared to miRNA from opposite/guided standard are marked with star (*).

**Figure 7:**
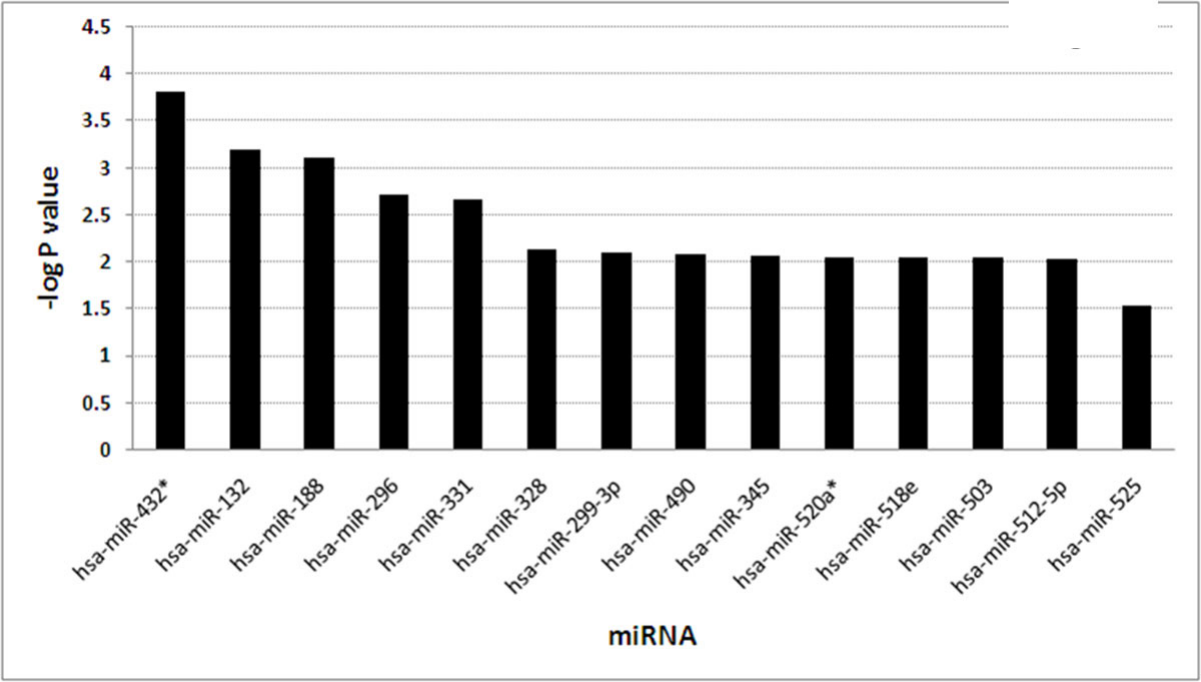
**Regulation analysis of EC-restricted genes in term of MiRNA targets**. The list of the miRNA that are enriched in 3' UTR of EC specific genes. The X-axis represents the miRNA's and Y-axis represents -log P value. The miRNAs from the opposite standard of guided RNA strand are marked with star (*).

### Expression pattern of EC-restricted genes in tissues

A better understanding of how the EC-restricted genes are expressed in different tissues can help to define their function and potential use as disease biomarkers. Relative expression of the EC-restricted genes in several normal tissues was obtained using the Source databases http://source.stanford.edu. In the source database the normalized gene expression represents the relative expression level of a gene in different tissues. The colorogram depicting the percentage of relative expression of each gene is shown in Figure 8. The analysis demonstrates that most of the endothelial restricted genes have preferential expression in vascular tissues. In particular MMRN1, BMX, ANGPT2 and CDH5 demonstrate high expression levels in vascular tissues. VWF, TIE1, ROBO4 and ECSCR have very high expression levels in umbilical cord tissue (Table 3). These results strengthen our finding that these genes have relatively high expression levels in vascular related tissues.

**Table 3:** Normalized Expression Level of top endothelial restricted genes obtained from the Source database.

Gene Symbol	Rank Score	Normalized Expression
MMRN1	11157.50625	Vascular (29.44%) Umbilical cord (16.7%)

CLDN5	5933.421875	Adipose (66.3%)

VWF	4772.862931	Umbilical cord (43.9%)

BMX	4447.913846	Vascular (56.1%), Umbilical cord (10.1%), Ganglia (11.8%)

ANGPT2	1412.88625	Vascular (19.2%), Umbilical cord (16.3%), Placenta (12.5%)

GJA4	1284.435	Adipose (24.4%), Placenta (10.8%), Ganglia (9.3%)

CDH5	1115.751864	Vascular (19.6%), Placenta (29.4%)

TIE1	1107.308411	Umbilical cord (16.0%), Ganglia (22.2%)

ROBO4	975.358913	Umbilical cord (82.4%)

ECSCR	646.6127586	Umbilical cord (44.6%)

The relative expression level of the genes in different tissues is expression as percentage. The gene expression data for generating the normalized expression level was DbEST database of normal tissues at NCBI.

**Figure 8:**
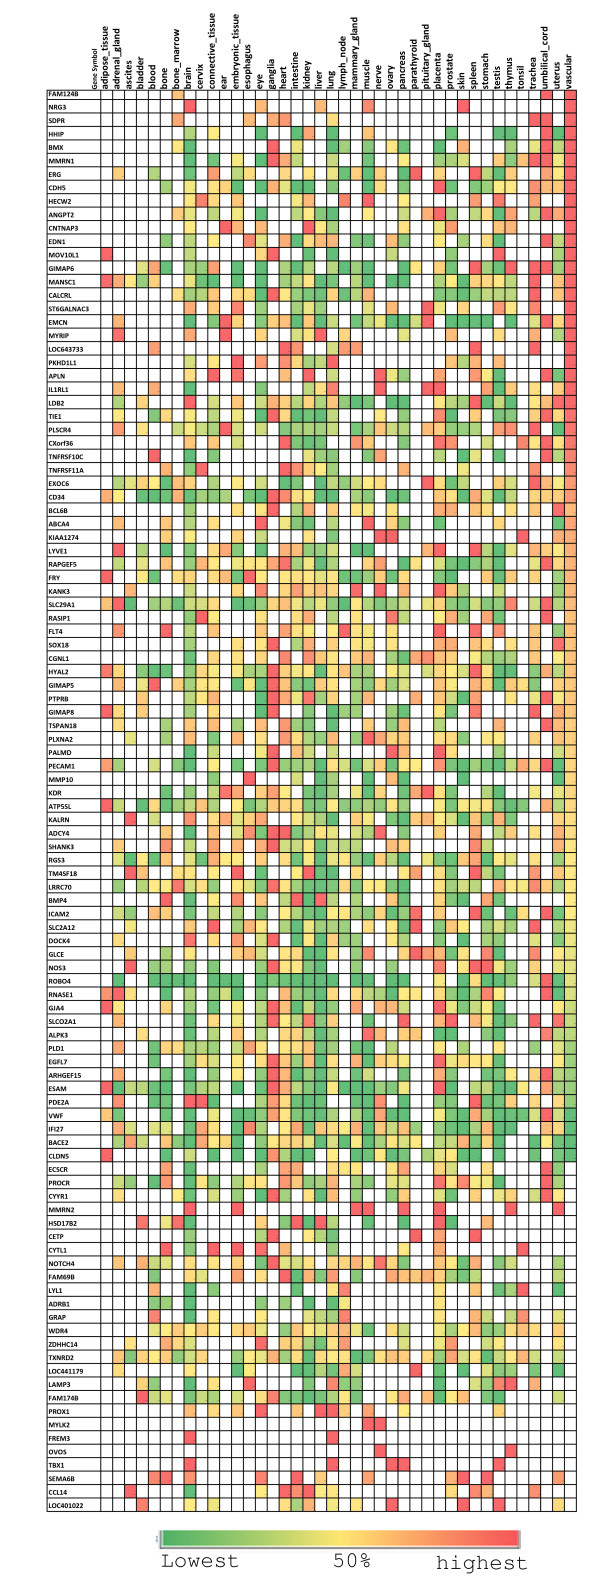
**Relative normalized expression levels of EC-restricted genes in normal tissues**. The expression level is expressed as relative percentage of expression in different tissues with red, yellow and green color denoting higher, median and lower expression levels respectively. The rows represent each gene and columns represent each normal tissue type.

To further explore whether any of the EC-restricted genes have specific expression in particular tissues, we obtained the immunohistochemistry data for 61 out of the 109 EC-restricted genes. The majority of the EC-restricted genes demonstrate a ubiquitous expression in different normal tissues (Additional File 3). A small subset of the genes show a restricted expression pattern in normal tissues. For example, VWF and ICAM2 are enriched in soft tissues. BMX, one of the top ranked endothelial restricted genes has preferential expression in the epididymis. CLDN5 is preferentially expressed in glandular cells of various body tissues. Interestingly, about 85% of genes depict moderate to high levels of expression in soft tissues.

## Discussion

The results of our study demonstrate that of over 43,000 transcripts evaluated, only 152 appear to be highly restricted to the endothelium. Several of the genes identified have previously been reported to exhibit an EC-restricted expression pattern and have known functions in ECs. Examples of these genes include angiopoietin-2, von Willebrand's Factor (vWF), EC nitric oxide synthase (eNOS), and Pecam-1 (CD31). 

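On the arrays, eNOS (NOS3), which makes the vasodilator nitric oxide, had a signal of 267 ± 89.0 (SD, n = 10) in ECs and 18.2 ± 18.1 (n = 6) in non-ECs, a log2 difference of 3.12 (standard error 0.19, adjusted p = 3.758e-08, limma). PECAM-1, an adhesion receptor of ECs and leukocytes, reached 5181 ± 1139 (n = 10) in ECs, 522 ± 119.9 (n = 2) in T cells, 767 ± 481 (n = 2) in B cells and 9.67 ± 4.16 (n = 2) in HASMC. It was higher in ECs by 4.58 over the non-ECs together (standard error 0.17, adjusted p = 4.375e-10) and by 7.64 over HASMC. In HMVEC against the other EC types the differences were -0.13 for NOS3 (adjusted p = 0.852), 0.54 for PECAM1 (adjusted p = 0.2461) and 1.38 for VWF (adjusted p = 0.05216). PECAM1 and VWF, but not NOS3, passed when the EC arrays were fitted alone. Of 22 genes of vasomotor control, 6 of them in Table 1, 13 were higher in ECs than in non-ECs, 6 lower and 3 did not pass (median 1.40, adjusted p = 0.02004, camera; adjusted p = 0.2417 with an estimated correlation), with PTGIS, which HASMC express strongly, lower (-2.91). Against HASMC alone 9 were higher and 4 lower (median 0.68, adjusted p = 0.05426).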

The pathways, and GO categories of the identified genes support a role for these genes in vascular development, angiogenesis, and EC function.

Although several of the EC-restricted genes have previously been shown to contribute to the regulation of normal EC function, many others have not been characterized as having a particular role in EC. The genes identified as being EC-restricted fall into several categories, including proteins involved in transcriptional regulation, cell adhesion, signal transduction, and intracellular trafficking. The determination that these genes are enriched in ECs may lead to future studies that define their specific role in regulating EC function.

The endothelium is known to play an important role in a number of human diseases, and so it was not a surprise that alterations in the expression of these genes are associated with a number of cardiovascular disorders. Mutations or alterations in the expression of several of the genes listed have been shown to be associated with the development of hypertension. For example, mutations in the eNOS gene have been linked to patients with essential hypertension [21-23]. Similar associations have been observed with mutations in the endothelin-1 gene [24,25]. More recent studies point toward a link between obesity and hypertension. There has been particular interest at understanding the role of adipocytokines and their receptors in the development of hypertension. Previous studies have suggested a causal link between leptin levels in obese patients and the development of hypertension [26]. A more recently discovered adipocytokine, apelin, is predominantly expressed in the ECs of the heart and support a role for apelin in the development of hypertension and cardiac hypertrophy [27].

The endothelium is known to play an important paracrine role with respect to cardiac function and development. The TGFbeta family member cytokine, bone morphogenetic protein-4 (BMP-4), is known to play an important role during cardiac development [28]. Increased expression of BMP-4 may similarly be reflective of a state of EC dysfunction. Exposure of ECs to BMP-4 promotes ROS generation [29]. BMP-4 expression is increased in EC exposed to abnormal or unstable flow, compared to regions of laminar shear flow [30]. Venous and microvessel ECs exposed to BMP-4 rapidly undergo apoptosis [31]. These results suggest the possibility that BMP-4 could be a possible therapeutic target in the setting of heart failure to improve or reverse EC dysfunction.

The functional and structural integrity of the central nervous system depends on tightly controlled coupling between neural activity and cerebral blood flow. This requires the close interaction of neuronal cells and vascular cells in a complex that is known as the neurovascular unit. Recent experimental evidence suggest that dysfunction of the neurovascular unit may be an early event in Alzheimer's disease. Studies in transgenic mice overexpressing the amyloid precursor protein (APP) exhibit abnormalities in blood flow in response to functional hyperemia prior to the development of amyloid plaques or vascular amyloid [32]. Administration of soluble amyloid beta protein results in vasoconstriction, EC dysfunction and a reduction in CBF. One of the main mechanisms by which EC dysfunction occurs is through inactivation or reduced function of EC nitric oxide synthase (eNOS). Amyloid beta also induces the production of reactive oxygen species, alteration in the expression of tight junction proteins, and an increased rate of EC apoptosis [33]. In the brain tissue samples of patients with AD, we observed a significant increase in the expression of selected adherens and tight junction proteins including VE-cadherin, claudin-5, and connexin 37 (GJA4). Systemic administration of the amyloid beta peptide 1-42 to rats is associated with alterations in the expression and cellular localization of several tight junction proteins [33]. Another EC-restricted gene found to be significantly upregulated in the AD brain tissue samples is von Willebrand's Factor (vWF). Increased levels of vWF promote blood clotting. Increased vWF has been found in heme-rich deposits (HRDs) in patients with dementia [34]. HRDs are also rich in fibrinogen, collagen IV, and red blood cells, and are thought to be the residua of capillary bleeds, or microhemorrhages. In patients with acute ischemic stroke and vascular dementia, vWF levels have also been shown to be increased [35].

Our analysis of potential transcription factors that might be involved in regulating the expression of the identified EC-restricted genes, based on conserved binding sites in the regulatory regions of these genes led to the identification of several classes of transcription factors. Most of these transcription factors have not previously been described as playing a major role in the regulation of EC-restricted genes with some exceptions. Members of the ETS and GATA transcription factor families have been shown to regulate a number of endothelial genes including vWF, VE-cadherin, and Tie1 [36-38]. Interestingly, several conserved binding sites were identified only in the regulatory regions of the microvascular ECs suggesting that members of these transcription factor families may play a unique role in determining endothelial gene expression in microvessels.

Over the past several years a role for microRNAs has been demonstrated to play a role in regulating EC gene expression, function, and in the process of angiogenesis. Although most of the miRNAs we identified have not been described for their roles in regulating EC-restricted genes, a few have. For example, hsa-miR-296 has recently been shown to play a regulatory role in angiogenesis (39). Angiogenic factors can increase the expression of hsa-miR-296. Down regulation of hsa-miR-296 in ECs inhibits angiogenic responses in cultured ECs. Furthermore, inhibition of hsa-miR-296 with antagomirs reduced angiogenesis in tumor xenografts in vivo. Similarly, hsa-miR-328 has been implicated in the regulation of CD44 [39]. CD44 regulates a wide variety or processes including angiogenesis and inflammation. The fact that only a small subset of the more than 700 microRNAs has thus far been shown to regulate EC-restricted genes or play a role in regulating EC function suggests that several additional members, including those we have identified, may well also play a role in regulating the expression of selected EC-restricted genes or EC function.

We recognize that there are potential limitations of our study. First, the study used expression-profiling data based on RNA obtained from human tissues or cells. Although several of the genes identified are known to be vascular-specific, the newly identified genes will ultimately need further validation as to the true extent of their EC specificity, at the level of protein and/or RNA both in cells and tissues, and to validate their EC-restricted pattern within the identified tissues.

## Conclusion

Our study validates the existence of a finite number of endothelial-restricted genes most of which are ubiquitously expressed. Several of these are restricted to cells of microvascular origin. Although several of the genes are known to play important roles in endothelial function, the exact functional role of many others in endothelial cells remains to be defined. We hope that our study provides an initial catalogue of EC-restricted genes that can lead to further studies that either link alterations in the expression of these genes to a variety of human diseases via their role as biomarkers or are ultimately shown to play a causal role in the pathogenesis of the particular human diseases.

## Authors' contributions

MB contributed to the overall experimental design, bioinformatics analysis and writing of manuscript. LY contributed in cell culture and RNA extraction. DBK contributed in isolation of B cell and T cells from donors Blood. HHO contributed in statistical analysis. TAL contributed in analysis of result and writing of manuscript. PO contributed to the overall design of the experiments and writing of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Nucleotide sequence of primers used for RT-PCR to validate expression pattern of selected EC-restricted genes**. Click here for file

Additional file 2 **Summary of miRNA Binding sites along with target and reference sequences**. Click here for file

Additional file 3 **Immunohistochemistry based expression level of genes in different tissues**. Rows represent the different tissues and columns represent the different EC-restricted genes. The expression level is shown in four color circle scheme i) Red represents strong expression ii) Orange represents moderate expression, iii) Yellow represents weak expression, iv) White represents no detectable expression and Black represents no representative images. The data was obtained from human protein atlas database. Click here for file

# Supplementary material for: Bioinformatic identification and characterization of human endothelial cell-restricted genes
**Source:** BMC Genomics. 2010 May 28;11:342. doi: 10.1186/1471-2164-11-342
**Supplement:** Additional file 1 — Nucleotide sequence of primers used for RT-PCR to validate expression pattern of selected EC-restricted genes.

Table S1: The sequence of the Primers for Q RT-PCR analysis.

Primer name	Sequence
VE-Cad-F	GAACCCAAGATGTGGCCTTTAG
VE-Cad-R	GATGTGACAACAGCGAGGTGTAA
ERG-F	CAGCAGGATTGGCTGTCTCA
ERG-R	CATTACCTGGCTAGGGTTACAT
ROBO4-F	ATGGTGGAAAGATGGGAAACC
ROBO4-R	CTTCGTCACTCTTCTCTGCTCTTG
VWF-F	GTCGAGCTGCACAGTGACATG
VWF-R	GCACCATAAACGTTGACTTCCA
TIE1-F	CACGACCATGACGGCGAAT
TIE1-R	CGGCAGCCTGATATGCCTG
APLN-F	GTGAAGTGGGTGGAGCATCA
APLN-R	GGCACACTAAGGCAAGAGAAGTG
CLDN5-F	CTCTGCTGGTTCGCCAACAT
CLDN5-R	CAGCTCGTACTTCTGCGACA
ICAM2-F	ATCTGTCCTGCTCTGCTTCATCT
ICAM2-R	CGTAGGTGCCCATCCGC
BMX-F	GACGCCTGTAGAGAGACAGTA
BMX-R	CGTCCACGAAGAACCCACTAT
EMCN-F	GTTCTGGTGGGTTTGTACCGAAT
EMCN-R	TCAGACTGAGGTTGATCATTTCCTA
MMRN-F	GGCATTGGGCTTAACAACAGT
MMRN-R	AGTTTGATTTCTCACACCCTCAG
GJA4-F	GACCAGGTCCGAGAGCACT
GJA4-R	CCGTGTTACACTCGAAATCTGA

# Supplementary material for: Bioinformatic identification and characterization of human endothelial cell-restricted genes
**Source:** BMC Genomics. 2010 May 28;11:342. doi: 10.1186/1471-2164-11-342
**Supplement:** Additional file 2 — Summary of miRNA Binding sites along with target and reference sequences.

Table S2: Summary of miRNA Targets Binding sites analysis along with query and reference sequences. miRNAs that are expressed at relatively low level as compared to miRNA from opposite/guided standard : marked with star (*).

miRNA	Alignment	Gene Symbol	Energy
hsa-miR-432*	Query: 3' UCUGUAC---CUCCUCGGUAGGuc 5'<br>:: Ref: 5' AGATGGGACTGAGGATCCATCCtt 3'	PALMD	-22.84
	Query: 3' ucUGUACCUCCUCGG-UAGGUC 5'<br><br>Ref: 5' ctAAATGGCGCAGCCAATCCAG 3'	RAPGEF5	-22.56
	Query: 3' UCUGUAC-CUCC---UCGGUAGGUC 5'<br>: Ref: 5' AGACAAGAGAGGGCAAGTCAGCCAG 3'	LOC90139	-24.93
	Query: 3' uCUGUACCUCCUCGGUAGGUC 5'<br>: Ref: 5' gGCCATGGGGCAGCC-TCCAG 3'	MYLK	-28.26
	Query: 3' uCUGUAC-CUC-----CUC-GGUAGGUC 5'<br><br>Ref: 5' tGAC-TGAGAGCAGCTCCGAGTCCATCCAG 3'	CETP	-24.84
	Query: 3' UCUGUACCUCCUCGGUAGGUC 5'<br>: Ref: 5' AGGCCT-GAGCTGCCATCCAG 3'	TIE1	-25.91
	Query: 3' ucuGUACCUCCUCGGUAGGUC 5'<br><br>Ref: 5' cttCATCCACGAACCATCCAG 3'	GLCE	-17.77
	Query: 3' uCUGUACCU-CCUC-GGUAGGUC 5'<br><br>Ref: 5' cGACACGGACGGAGCCCATGCAG 3'	VWF	-27.82
	Query: 3' UCUGUACCUCC--UCG--GUAGGUC 5'<br><br>Ref: 5' AGACATGGAGGTCAGCCACACCCAG 3'	ROBO4	-34.25
	Query: 3' uCUGUACCUC---C---UCGGUAGGuc 5'<br><br>Ref: 5' gGACAGGGAGACAGCACAGCCATCCct 3'	KIAA1274	-23.2
	Query: 3' UCUGUACCUCCUCGGUAGGUc 5'<br>:: Ref: 5' AGGTATGAATGAGCCAGCCAt 3'	PDE2A	-20.07
hsa-miR-132	Query: 3' gCUGGUACCGACAUCUGACAAu 5'<br>: Ref: 5' tGATCTT---TGTAGACTGTTc 3'	IL1RL1	-22.12
	Query: 3' GCUGGUACCGACAUCUGACAAU 5'<br>: Ref: 5' CGACCGT--CTTCAGACTGTTA 3'	CXorf36	-24.85
	Query: 3' gCUGGU-ACCGAC-AUCUGACAAu 5'<br>: Ref: 5' gGTCCACTGGAGGATGGACTGTTc 3'	LOC90139	-21.72
	Query: 3' GCUGGUACCGACA-UCUGACAau 5'<br>: : Ref: 5' CGTCCGTGTCTGTCAGGCTGTct 3'	SLC29A1	-25.41
	Query: 3' gcugGUACCGACA---UCUGACAAu 5'<br>: Ref: 5' cccaCGTGGCTATGACAGACTGTTt 3'	IPO11	-22.5
	Query: 3' gcUGGUA-CCGAC--AUCUGACAAU 5'<br>: : : Ref: 5' gcACCGTACGTTGAATGGACTGTTA 3'	LOC116441	-22.1
hsa-miR-188	Query: 3' uGGGAG-GUGGUACGUUCCCUAc 5'<br><br>Ref: 5' cCCCTCACAC--TGCAAGGGAtt 3'	CDH5	-29.85
	Query: 3' uGGGAGG--UGGUA-CGUUCCCUAC 5'<br>: Ref: 5' gCTCCCCAGACCCTGGCATGGGATG 3'	EGFL7	-25.88
	Query: 3' ugGGAGGUGGUACGUUCCCUAc 5'<br>: Ref: 5' tgCCTCCATCAT-AAAGGGAgg 3'	CXorf36	-28.93
	Query: 3' ugggagUGGU-AC--GUUCCCUAc 5'<br>: Ref: 5' gaagaaCACCAGTGTTTAAGGGATG 3'	Hs.382865	-23.85
	Query: 3' UGGGA-GUGGUAC----GUUCCCUac 5'<br>: : Ref: 5' ACCCTATCACCATGTTCTTAAGGGggg 3'	RNASE1	-31.37
	Query: 3' uGGGAGGUGGUACG-UUCCCUAc 5'<br>: : Ref: 5' cCCCCCACTCTGCAGAGGGAag 3'	SEMA6B	-27.6
	Query: 3' UGGGAGGUGGUACGUUCCCUAc 5'<br>::: : Ref: 5' ACCCTCCGTTTTCCGAGGGAag 3'	ESAM	-29.83
	Query: 3' UGGGAGGUGGU--ACGUUCCCUAc 5'<br>: : Ref: 5' ACCATTCTCCAGCTTCAGGGGATa 3'	RGS3	-25.03
	Query: 3' uggGAGGUGGUAC-GUUCCCUAc 5'<br>: Ref: 5' cgtCTCTCCCATGCCAAGGGCTc 3'	ROBO4	-25.17
	Query: 3' ugGGAGGUGGUACGUUCCCUAc 5'<br>: Ref: 5' ggCCTCTACCA--CAAGGGCTc 3'	HYAL2	-26.55

hsa-miR-331	Query: 3' aaGAUCCUAUCCGGGUCCCCg 5'<br>: :	TXNRD2	-30.36
	Ref: 5' caCAGGGAT-GGCTCAGGGGa 3'		
	Query: 3' aaGAUCCU-AUCCGGGUCCCCg 5' 	LOC90139	-29.41
	Ref: 5' ggCCAGGAGAAGGGCCAGGGGa 3'		
	Query: 3' aagauccuaUCCGGGUCCCCG 5' 	LOC90139	-24.97
	Ref: 5' aagtcatcaAAGCCCAGGGGC 3'		
	Query: 3' aaGAUCC---UAUCC-GGGUCCCCG 5' 	FLJ22746	-32.2
	Ref: 5' aaCCAGGGCAAGAGGTCCCAGGGGC 3'		
	Query: 3' AAGA-UCCUAUC-CG---GGUCCCCG 5'<br>:	BCL6B	-26.36
	Ref: 5' TTCTGAGGAGAGAGCTAGCTAGGGGC 3'		
hsa-miR-296	Query: 3' AAGAUCCUAUCCGGGUCCCCg 5'<br>:	SEMA6B	-28.13
	Ref: 5' TTCCA-GA-AGGCCCCGGGGt 3'		
	Query: 3' aaGAUCCUAUCCG--GGUCCCCG 5' 	ESAM	-24.11
	Ref: 5' ccCTTG---AGGCCTCCAGGGGC 3'		
	Query: 3' aagaUCCUAUC-CG--GGUCCCCg 5' 	KIAA1274	-24.36
	Ref: 5' ggggAGGAAAGAGCTTCCAGGGGg 3'		
	Query: 3' aagauccuaUCCGGGUCCCCG 5' 	TBX1	-23.47
	Ref: 5' cgttccccAGCCCCAGGGGC 3'		
	Query: 3' aagaUCCUA-UCCG---GGUCCCCG 5'<br>:	ICAM2	-30.88
	Ref: 5' gaagAGGGTGAGGCTGTCCAGGGGC 3'		
hsa-miR-512-5p	Query: 3' UGU--CCUAACUCCCCCGGGa 5' 	ARHGEF15	-32.3
	Ref: 5' ACAGTGGCTGGCAGGGGGGCCCa 3'		
	Query: 3' uGUCCUAA CUCC-CCCCGGGa 5' 	CDH5	-28.27
	Ref: 5' tCAAGAGGAGGAAGGGGCCCc 3'		
	Query: 3' uGUCCUAA CUCCCCCGGGa 5' 	APLN	-28.27
	Ref: 5' gCAGGACTGA--AGGGGCCCc 3'		
	Query: 3' uguccuAACUCCCCCGGGA 5' 	RNASE1	-30.96
	Ref: 5' atgttcTTAAGGGGGGCCCT 3'		
	Query: 3' uguccuaacUCCCCCGGGa 5' 	Hs.483538	-28.27
	Ref: 5' -----AGGGGGGCCCc 3'		
	Query: 3' uguccuaaCUC-CCCCCGGGa 5' 	SEMA6B	-29.29
	Ref: 5' caccgcgGAGTGGGGGCCCc 3'		
	Query: 3' uGUC-CUAACUCCC-CCCCGGGa 5'<br>:	SEMA6B	-31.19
hsa-miR-512-5p	Ref: 5' gCGGCGAAGGTGGGTGGGGCCCC 3'		
	Query: 3' uGUCCUAA CUCCC-----CC-CGGGa 5'<br>:	ESAM	-31.9
	Ref: 5' tCGGGAGTGAGGGACCCTGGCGGCCG 3'		
	Query: 3' uGUCCUAA-----CUCCC--CCCCGGGa 5' 	ROBO4	-33.53
	Ref: 5' gCAGGACTGGAGGAGGGGTGGGGCCCa 3'		
	Query: 3' UGUCC--UAACUCCC---CCCCGGGa 5'<br>: :	CGNL1	-26.72
	Ref: 5' ATAGGCAGATGTGGGTATGGGGCCCa 3'		
	Query: 3' ugUC-CUAACUCCC---CCCCGGGa 5'<br>:	CGNL1	-31.44
	Ref: 5' ggAGTGGTTGAGGTCTGGGGGCCag 3'		
	Query: 3' cuUUCACGGGA----GUUCCGACUCac 5'<br>: : :	APLN	-31.98
hsa-miR-512-5p	Ref: 5' tgAAGTGCCTTTTCCCGAGGCTGGGgc 3'		
	Query: 3' cUUUCACGGGAGUUCCGACUCac 5'<br>: :	RAPGEF5	-25.2
	Ref: 5' cAGACTTCCCTCACGGCTGGGct 3'		
	Query: 3' CUU-UCACG--GGAGUUCGACUCAC 5'<br>: :	BCL6B	-29.43
	Ref: 5' GAACAGGTTGCCTCTTGCTGGGTG 3'		
	Query: 3' CUUUC---ACGGGAGUCCGACUCac 5'<br>:	SLCO2A1	-24.81
	Ref: 5' GAAGGCACTGCCTTCA--GCTGAGTt 3'		
	Query: 3' cUUUCACGGGAGUUCCGACUCAC 5'<br>: : :	LOC400451	-27.64
	Ref: 5' cACGGTGACTCAGGCCTGAGTG 3'		
	Query: 3' CUUUCACGGGAGUUCCGACUCac 5'<br>: :: :	KDR	-25.09
	Ref: 5' GGAAGGATTTGCAGGGCTGAGTc 3'		
	Query: 3' cUUUCACGGGAGUUCCGACUCac 5'<br>: :	ROBO4	-23.84

	Ref: 5' cAAAGGG--TTCAAGGCTGGGTc 3'		
	Query: 3' cuuucaCGGGAGUCCGACUCac 5'<br>:	FLJ46061	-28.14
hsa-miR-503	Ref: 5' gccatcGCCCTGGAGGCTGAGca 3'		
	Query: 3' GACGUCUUGACAAGGGCGACGAu 5'<br>:	APLN	-25.74
	Ref: 5' CTGCTG--CTGCTGCTGCTGCTg 3'		
	Query: 3' GAC-GUCUU---GACAAGGGCGACGAu 5'<br>:	LOC90139	-24.89
	Ref: 5' CAGCCAGAAGCTCTGTGCCTGCTGCaa 3'		
	Query: 3' GACGUCUUGACAAGGGCGACGAu 5'<br>:	ESAM	-24.81
	Ref: 5' CTGC-GGCCTCTTCCCGCGGcgt 3'		
	Query: 3' GACGUCUUGACAAGG-GCGACgau 5'<br>:	MGC20262	-24.5
	Ref: 5' CTGCGCACCTGTACCACGCTGagc 3'		
	Query: 3' gACGUCUUG---ACAAGGGCGACGAu 5'<br>: :	VWF	-30.72
	Ref: 5' gTGCAGGACCAGTGCTCCTGCTGCTc 3'		
	Query: 3' GACGUCUUGA-----CAAGGGCGACGAu 5'<br>:	VWF	-29.88
	Ref: 5' CTGCAG--CTGCATGGGTGCCTGCTGCTg 3'		
	Query: 3' gaCGUCUUGACAAGGGCGACGAu 5'<br>:	ROBO4	-25.42
	Ref: 5' gaGCAGCCCTG--CCTGCTGCTc 3'		
	Query: 3' gACGUCUUGAC--AAGG-GCGACGAu 5'<br>:	ZDHC14	-23.3
	Ref: 5' gTGTGGATCTGCATGCCACGCTGCcg 3'		
hsa-miR-518e	Query: 3' gACGUCU-UGACAAGGGCGACGAu 5' 		-24.58
	Ref: 5' -TGCAGACACACTT-CCGCTGCca 3'	HYAL2	
	Query: 3' UGUGAGACUUC-----CUUCGCGAAA 5'<br>: :	LAMP3	-27.24
	Ref: 5' ACTCTCTGGAGGGAGACTGAGGGGCTTT 3'		
	Query: 3' uGUGAGACUUC-CCUUCGCGAAa 5'<br>:	NOTCH4	-26.27
	Ref: 5' cCACTGTGGGGATGAAGCGCTTc 3'		
hsa-miR-520a*	Query: 3' uguGAGA-CUUCUU-UCGCGAAa 5'<br>:	BCL6B	-26.71
	Ref: 5' ttctCTCTAGAAGGGATGCTGCTTg 3'		
	Query: 3' uGUGAGACUUCUUUCGCGAAA 5'<br>: :	GLCE	-23.43
	Ref: 5' cCCTTCTGAAGGGTAGTCCTTT 3'		
	Query: 3' uGUGAGAC--UUCCCUUCGcгаа 5'<br>:	SEMA6B	-29.7
	Ref: 5' cCACTCTGCAGAGGGAAGCGggga 3'		
	Query: 3' uCUUUCAUG---AAGGGA-GACCUC 5'<br>:	EGFL7	-31.27
	Ref: 5' gGAAGGTACGAGCTCCCTGCTGGAG 3'		
	Query: 3' ucuuuCAUGAAG--GGAGACCUc 5'<br>:	FLJ10241	-24.75
	Ref: 5' tgggttGTGCTTCTGCCTCTGGAc 3'		
hsa-miR-345	Query: 3' UCUUUCAUGAAG-GGAGACCUC 5'<br>:	APLN	-21.67
	Ref: 5' AGATTGGTCTGCTTCTCTGGAG 3'		
	Query: 3' uCUUUC-----UGAAGGGAGACCUC 5' 	ABCA4	-20.32
	Ref: 5' tGAAAGTCATGACCTCCCTCTGCac 3'		
	Query: 3' UCUUUC AUGAAGGGAGACCuc 5'<br>:	HSD17B2	-20.14
	Ref: 5' AGCAAGGACTTCTCTCCGGtg 3'		
	Query: 3' UCUUUC AUGAAG-GGAGACCUC 5'<br>: :	SHANK3	-21.7
	Ref: 5' AGAAGCCGCTGCAGCTCTGGAG 3'		
	Query: 3' UCUUUC AUGAAG-GGAGACCUC 5' 	ESAM	-18.46
	Ref: 5' AGAAA-T-CTGCGCCTCTGGAt 3'		
hsa-miR-345	Query: 3' UCUUUC AUGAAGGA-GACCUC 5' 	CGNL1	-20.1
	Ref: 5' AAAAATTCCTCCCCTCCTGGAG 3'		
	Query: 3' CG-GGAC--C-UGAUCC-UCAGUCGU 5'<br>:	FLJ10241	-24.51
	Ref: 5' GCTCCTGAAGCACCAGGCGGTCAGCA 3'		
	Query: 3' CGGGACCUGAUCCUCAGUCGU 5'<br>: :	RAPGEF5	-26.13
	Ref: 5' GCCCT-GCTTAGAAGTTAGCA 3'		
hsa-miR-345	Query: 3' CGGGACCUGAU-CCUCAGUCGU 5'<br>: : :	MYLK2	-26.11
	Ref: 5' GCCTCAGATGATGGGTCAGCA 3'		
	Query: 3' cGGGAC-CUGA-UCCUCAGUCGU 5' 	ADCY4	-25.54
	Ref: 5' tCCAAGTGACTGAGGAGACAGCA 3'		
hsa-miR-345	Query: 3' cgggACCUGAUCC-----UCAGUCGU 5'<br>:	PLSCR4	-27.77

	Ref: 5' aagtTGGATTGGGCTTACAGTCAGCA 3'		
	Query: 3' cgGGACCUG-AUC---CUCAGUCGU 5'<br>:	GJA4	-23.92
	Query: 3' CGG--GACCUGAUCCUCAGUCGu 5' 	RGS3	-22.12
	Ref: 5' GCCTTCTGGACTA--AGGCAGCc 3'		
	Query: 3' CGGGACCUGA-UCCUCAGUCGu 5'<br>:	PDE2A	-25.98
	Ref: 5' GGCCGGGACTCTTGGGTCAGCc 3'		
hsa-miR-490	Query: 3' GUC-GUACCUCA--G---GAGGUCCAac 5'<br>:	CDH5	-23.7
	Ref: 5' CAGCCTTGGGATAGCAAACCTCCAGGTTc 3'		
	Query: 3' GUC--GUACCUC-AGGAGGUCCaac 5' 	ESAM	-24.5
	Ref: 5' CAGACCACAGAGATCCTCCAGGaaa 3'		
	Query: 3' GUCGUAC-CUCAGGAGGU----CCAac 5'<br>:	MGC20262	-31.2
	Ref: 5' CGGCAGGAGAGTCCCTCCAAGGGGGTTt 3'		
	Query: 3' GUCGUACCUCAGGA---GGU--CCAAC 5'<br>: :	ROBO4	-26.16
	Ref: 5' CAGCGAGGGCTCCTTAGCCAATGGTTG 3'		
	Query: 3' gucgUACCUC--AGGAGGUCCAac 5' 	FLJ46061	-22.94
	Ref: 5' gacaATGGAGAGAACCCCCAGGTTc 3'		
	Query: 3' guCGUACCUCAGGAGGUCCAAC 5'<br>: : :	MOV10L1	-28.1
	Ref: 5' ggGTGTGGGG-CTGCCAGGTTG 3'		
hsa-miR-299-3p	Query: 3' gUC-GUACCUCAGG-----A-GGUCCAac 5' 	CGNL1	-29.93
	Ref: 5' tAGCCATGGAGTCCCACCTGTGCCAGGTca 3'		
	Query: 3' GUCGUACCUCAGGAGGU-CCAAC 5' 	ICAM2	-23.21
	Ref: 5' CACCATGGTGT--TCCACGGTTG 3'		
	Query: 3' uucgCCA-AAUGGUA-GGGUGUAU 5' 	APLN	-24.05
	Ref: 5' catgGGTGTCCCCATGCCACATA 3'		
	Query: 3' uuCGCCAAAUGGUAGGGUGUAU 5'<br>:	TNFRSF11A	-21.83
	Ref: 5' ctGCGGTTTATTACCAACATA 3'		
	Query: 3' UUCGC-CAAAUGGUAGGGUGuau 5'<br>: :	TIE1	-27.7
	Ref: 5' AGGTGTGTTTCCCATCCCActgc 3'		
	Query: 3' uuCGCCAAAUGGUAGGGUGUAU 5'<br>:	PECAM1	-20.07
	Ref: 5' ggGCTGTTGAATTTCCACATA 3'		
hsa-miR-328	Query: 3' uucgCCAAAUGGUA-GGGUGUAu 5' 	ROBO4	-20.17
	Ref: 5' cttgGGTGTCCCTTCCCCACATg 3'		
	Query: 3' uGCCUUCCGUCUCUCCCGGuc 5'<br>:	EGFL7	-34.66
	Ref: 5' gCGGAAGGCCAGGCAGGGCCtt 3'		
	Query: 3' uGCCUUCC-----CGUCUC--UCCCGGuc 5'<br>:	CLDN5	-34.48
	Ref: 5' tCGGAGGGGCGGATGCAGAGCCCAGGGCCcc 3'		
	Query: 3' uGCCUUCCG-GUCUC--UCCC-GGUC 5' 	CLDN5	-32.1
	Ref: 5' tCGGCAGGGCCCAGCCCAGGGACCAG 3'		
	Query: 3' UGCCUUCCG-UCUCUCCCGGUC 5'<br>: :	CXorf36	-34.34
	Ref: 5' AGGGAGGGGCAACAGAGGTCCAG 3'		
	Query: 3' ugcCUUCCCGU-CUC-UCCCGGUC 5' 	LOC90139	-27.36
	Ref: 5' agaGATGGCCAGGAGAAGGGCCAG 3'		
hsa-miR-525	Query: 3' uGCCUUCCGUCUCUCCCGGUc 5'<br>: : :	SEMA6B	-29.51
	Ref: 5' cCGGTGGGGAATGGGGGCCAc 3'		
	Query: 3' UGCCUUC---CCG-----UCUCUCCCGGUC 5' 	RGS3	-33.5
	Ref: 5' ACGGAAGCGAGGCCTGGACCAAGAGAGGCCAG 3'		
	Query: 3' UGCCU-UCCCGUC--UCUCCCGGUC 5' 	ROBO4	-25.69
	Ref: 5' AGGGACAGTGCAGATAGAAGGCCAG 3'		
	Query: 3' uGCCUUC-CGUCUCUCCCGGUC 5'<br>:	KIAA1274	-30.14
	Ref: 5' cCGGTGGGAGCAGAAAAGGCCAG 3'		
	Query: 3' uCUUUCACGU--AGGGA-GACCUC 5'<br>: :	EGFL7	-27.81
	Ref: 5' gGAAGGTACGAGCTCCCTGCTGGAG 3'		
	Query: 3' ucuuuCACGUAG--GGAGACCUc 5' 	FLJ10241	-22
	Ref: 5' tggttGTGCTTCTGCCTCTGGAc 3'		
	Query: 3' UCUUUC-----ACGUAGG-GAGACCUc 5'<br>:	RAPGEF5	-21.35

	Query: 3' UCUUUC-----ACGUAGG-GAGACCUC 5'<br>:	RAPGEF5	-21.35
	Ref: 5' AGGATGGGCCATGCACCCTCTCTGGAt 3'		
	Query: 3' UCUUUCACGUAGGGAGACCUC 5'<br>:	NOTCH4	-20.64
	Ref: 5' AGAAGCTGCA--GCTCTGGAA 3'		
	Query: 3' ucuUUCACGUAGGGAGACCUC 5'<br>: :	FLJ22746	-23.83
	Ref: 5' cccAGGGGCAT-TCTCTGGAG 3'		
hsa-miR-337	Query: 3' UCUUU-CACGUAGGGAGACCUC 5'<br>:	ESAM	-20.5
	Ref: 5' AGAAATCTGCG--CCTCTGGAt 3'		
	Query: 3' UCUUUCACGUAGGGAGACCUC 5'<br>:	FLJ46061	-20.64
	Ref: 5' AGGAAGGGGCTCACTCTGGcc 3'		
	Query: 3' UUUCCGUAGUAUAUCCUCGACCu 5'<br>: :	RAPGEF5	-26.22
	Ref: 5' AAGGGCATCCTCCA-GGGCTGGt 3'		
	Query: 3' UUUCCGUAGUAUAUCCUCGACCu 5'<br>:	FLJ22746	-29.25
	Ref: 5' AATGGCATC-T-TGGGAGCTGGc 3'		
	Query: 3' uUUC-CGUAGUAUAUCCUCGACCu 5'<br>:	SHANK3	-23.99
	Ref: 5' cAAGGACGACTTCGTGGAGCTGGg 3'		
	Query: 3' UUUCCGU-AGUAUAUCCUCGACCu 5' 	Hs.382865	-25.32
	Ref: 5' AATGGCAGGAACAAAGGAGCTGGg 3'		
	Query: 3' uUUCGUAGUAUAU-CCUCGACCUC 5'<br>: :	LOC400451	-20.92
	Ref: 5' gAAGTCAGTCTAGACGGGGCTGGA 3'		
	Query: 3' uUUCG---UAGU---AUA-----UCCUCGACCu 5' 	PLSCR4	-26.55
	Ref: 5' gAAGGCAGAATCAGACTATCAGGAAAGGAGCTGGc 3'		
	Query: 3' uuUCCGUAGUAUAUCCUCGACCU 5'<br>:	KIAA1274	-26.63
	Ref: 5' ggAGGTTTC-TCAAGGAGCTGGA 3'

How the deposited data were processed for this re-analysis (not part of the article)

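Primary human cells of 8 types were compared: the EC types HMVEC, HUVEC, HPAEC, HCAEC and HAEC, and as non-ECs HASMC, T cells and B cells, with 2 samples of each type (16 samples). RNA of each sample was measured on an Affymetrix HT U133A array and an HT U133B array, 32 arrays in all. Every array column was mapped to a cell type and replicate, and 0 columns were unmapped. The samples' notes name the HT U133A array for every sample, but 1 of the 2 arrays of each sample holds the probe sets of the HT U133B array and was treated as such. They also give the EC medium for HASMC, where the paper's methods give a smooth muscle medium. No comparison rests on either note.

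The deposited values are intensities: the authors converted the scanned probe intensities to 1 linear signal per probe set with MAS5, whose version is not given, and scaled each array so that the mean without the lowest and highest 2% of probe sets is the same. This was tested on the values, which are all above 0 and not log-transformed. The paper's own counts come from dChip with an invariant-set normalization and a model of perfect-match probes, and those values were not used here. Scan images and detection calls were not used, so that scaling factors, background and present calls could not be computed.

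The A arrays hold 22277 probe sets and the B arrays 22665. Of these, 150 control probe sets were left out, the 100 that are on both arrays were kept once, and 79 probe sets of XIST and of Y-linked genes were left out so that nothing about a donor is shown, which leaves 44613. Symbols were taken from the array annotation: over both arrays, 33318 probe sets have 1 symbol, 780 several and 10844 none, and 33261 match a RefSeq gene symbol. Only probe sets with 1 symbol were named or counted as genes. For a gene with several, the probe set given in Table 1 was used, otherwise the one with the highest mean log2 signal.

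Differences between cell types were computed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 on log2(signal + 16), with a mean for each of the 8 types over all 16 samples, which share 1 estimate of spread. The arrays were fitted separately, with eBayes (trend and robust), and p-values were adjusted by Benjamini-Hochberg over the 32963 probe sets of both arrays with a signal above the table median (96.4 on the A arrays and 111 on the B arrays) in at least 2 samples. An adjusted p under 0.05 was called. The average of the 5 EC types was compared with the average of the 3 non-EC types and with each of these, each EC type with the non-ECs and with the other 4 EC types, HUVEC with the arterial ECs (HCAEC and HAEC), HPAEC with HUVEC, and T cells with B cells. The paper's rule was applied to the linear signals of 2 EC samples and the 6 non-EC samples as the lower end of a 90% confidence interval of the ratio of means (Fieller, normal quantile 1.645) above 3 in either direction. Its false discovery rate is the median number of calls over the 27 other splits of these samples divided by the calls.

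Samples were clustered by average linkage on Pearson correlation of values standardised per probe set. Table 1 probe sets were grouped by k-means with 4 centres, and their fold change is the mean signal of the 10 EC samples over that of the 6 non-EC samples. The 26 gene lists of EC, other cell type and pathway genes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison, and their members were counted as higher, lower or not past the threshold. Correlations across probe sets used 1e+05 permutations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

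The genes named in the text were set by rule: genes that the paper names for these cells, the first 10 of Table 1 by rank score, the 10 largest and 10 smallest log2 fold changes for all ECs against non-ECs and for HMVEC against the other ECs (5 and 5 for other comparisons) among called probe sets with 1 symbol whose groups do not overlap, and up to 4 members per direction of each list with the smallest adjusted p. The values of Table 1 had been seen when the rule was written.

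Alternatives tried were offsets of 1 and 64, no filter and a filter at the 75th percentile, quantile normalization and scaling to equal medians, the replicate number as a block, eBayes without trend and robust, a fit of 2 groups, a test against a 3-fold change (treat), leaving out each sample in turn, cell types as units, and for the paper's rule a one-sided bound, the mean of the non-EC type means, the filter, and calls higher in ECs only. Chosen after seeing the data were fits without the B cell arrays, with HASMC as the only non-EC, on the EC arrays alone and with array weights by cell type, geometric means of signal plus 16 for the fold changes of Table 1, and the shared share of probe sets lower in ECs.

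The steps were tested on simulated data made from the real means and spread, with 100 probe sets changed per fold. Between all ECs and non-ECs 80% of 2-fold and 97% of 4-fold changes were recovered, with 418 false calls among 28248 tested probe sets. False calls thus outnumbered the recovered changes. Between HMVEC and the other ECs 38% and 83% were recovered with 53 false calls among 28293, and between HMVEC and non-ECs 48% and 89% with 116 among 28304. For the paper's rule, 50 changes of 12-fold were set with the same value in both HMVEC samples, and 94% were recovered. This leaves no spread between the 2 samples, so that the recovery on real duplicates was not measured. The rule made 266 false calls among 44613 probe sets. With array weights by cell type, 4-fold changes between HMVEC and the other ECs were recovered in 99%, with 240 false calls. Between all ECs and non-ECs these weights gave 97% with 201 false calls, and between HMVEC and non-ECs 95% with 162. The gene set test found the 1 changed set among 20 tested sets and called no other.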

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

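The comparisons, the gene lists with camera, quantile normalization and the test of other splits were set before the data were examined; the splits of whole cell types and the tests of the explanations weighed below were chosen after the result was seen. In the test of other splits, a fit of the 10 EC samples against the 6 non-EC samples as 2 groups called 14272 probe sets, against at most 8 in the other splits drawn (1 of 100 splits as large, the real one included), but these splits mostly part the 2 samples of a type. With the 8 cell types kept whole and taken as units, the real grouping called 2155 and the other groupings of 5 against 3 at most 700 (1 of 56 as large, the real one included). This is the smallest share that the 56 groupings can give. It argues against chance as the source of the difference between ECs and non-ECs but cannot exclude it.

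Lymphatic genes stood out in HMVEC against the other EC types, with a median log2 difference of 3.97 over 19 genes, 8 of which the study also chose for Table 1. The scaling of the arrays does not account for this, since the median was 3.82 after quantile normalization, nor do smooth muscle cells in the cultures, since the same genes were lower in HASMC than in the other ECs (mean difference -1.35). What stays open is a culture of lymphatic ECs or a mixture of lymphatic and blood vascular ECs: the genes typical of blood vascular ECs had a median difference of -0.42 with members in both directions, so that the 2 cannot be told apart. Vessel type and organ also differ between HMVEC and the rest, and the people the cells came from may differ, and none of these was tested.

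T cell genes were high in the B cell samples, with a median log2 difference of 4.89 over ECs, and all 23 measured genes of the list were higher than in ECs. CD3D, a chain of the T cell receptor complex, had a signal of 11640 ± 502 (SD, n = 2) in T cells, 4997 ± 4514 (n = 2) in B cells and 16.8 ± 10.7 (n = 10) in ECs, and LCK had 5040 ± 750.4, 1592 ± 1423 and 5.05. The scaling of the arrays does not account for it, since the median was 4.86 after quantile normalization. T cells among the B cells may be a source, since all 23 genes rose as such an admixture needs, although the paper describes a sort by CD3 and CD20 that would remove them, and B cells also express CD27 and CCR7 of the list. In the same samples erythroid genes were higher than in ECs by 6.33 and monocyte and NK cell genes by 4.56, so that T cells need not be the only cells admixed. The paper describes removal of red blood cells with Ficoll-Paque before the sort, and the sort by CD20 would also remove monocytes and NK cells. Neither such an admixture nor a change after isolation was tested.

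More probe sets were lower than higher in ECs against the non-ECs, with 40.8% of the limma calls higher, but among changes tested to be over 3-fold 846 were higher and 867 lower. The share was 52.7% after quantile normalization and 65.1% after scaling to equal medians, but these steps set the overall shift between arrays themselves, so that the authors' scaling cannot be told apart from a real imbalance. The RNA quality of the B cell samples cannot be told apart from it either: without them 46.9% were higher, but this also removes the genes of B cells. No biological explanation was tested for it, and real genes of lymphocytes that ECs lack stay among the explanations.

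Among groups of 4 to 10 samples, 68 were tested for a sample far from the others and 5 held one, where chance gives about 1 in 20. In the non-ECs, 1 sample had an ACTB 3'/5' ratio of 11.32 on the A array (nearest other 4.55) and 13.82 on the B array (nearest 5.069), and a GAPDH ratio of 2.645 (nearest 1.297) and 2.497 (nearest 1.198). In the ECs, 1 sample had a mean log2 signal of 4.936 over the B cell genes (nearest 5.059). HMVEC differed from the other ECs in a list of inflammatory genes (median log2 difference -1.50) and in proliferation genes (-1.20) by camera with a preset correlation, and neither list passed with an estimated one (adjusted p = 0.4219 and 0.6102). B cell genes were higher in T cells than in ECs by a median of 1.95. Erythroid genes were higher in B cells than in ECs by 6.33, and monocyte and NK cell genes by 4.56.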

How the results depend on the processing

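Arrays limit these results by signal over background rather than by depth: small signals carry no detection call here, so that folds against cell types that lack a gene are imprecise. Where a value moved, the cause was not tested, except that fewer samples or probe sets enter some settings. The direction held under every setting for the named genes that were rerun in all of them, those of the paper and the largest changes, except for ERG, EMCN and ECSCR in HMVEC against the other ECs. These 3 did not pass as reported and changed sign under median scaling (ERG and EMCN), quantile normalization (ECSCR), without HMVEC replicate 1 (ERG) or without HCAEC replicate 1 (EMCN). GIMAP5 against non-ECs was not among these reruns: it was lower as reported and called higher with HASMC as the only non-EC. Over the rerun genes, leaving out 1 sample, 156 named values no longer passed, 9 newly passed and 2845 were on the same side, and the other settings moved at most 15 each (offset 1). Table 1 probe sets higher in ECs numbered 93 to 106 (102 as reported), those higher than in each of HASMC, T cells and B cells 73 to 90 (80 as reported), and 12 to 14 samples were nearest to their own replicate. Leaving out an EC sample gives no value for the lower bound rule, which then has no standard error.

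Replicate numbers do not pair the samples. Deviations of same-numbered samples correlated at -0.019 to 0.077 over 28 pairs of cell types, none over 0.1, so the block is an alternative without a design behind it. With the replicate block limma called 13309 (HMVEC), 14836 (HUVEC), 14608 (HPAEC), 13366 (HCAEC) and 13798 (HAEC) against non-ECs, 20282 for all ECs, 3273, 449, 101, 23 and 116 for the same types against the other 4, 277 for HUVEC against arterial ECs, 93 for HPAEC against HUVEC and 4872 for T cells against B cells, and the Table 1 counts were 102 and 79. Only the 23 of HCAEC (37 as reported) moved by over 1.5 times. No paired analysis was possible for the lower bound rule because it uses no replicate numbers.

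Counts against non-ECs, in the order HMVEC, HUVEC, HPAEC, HCAEC and HAEC, were 477, 220, 206, 128 and 147 in a fit of 2 groups and 1235, 1033, 1112, 979 and 1064 against a 3-fold change. Leaving out 1 sample gave 7673 to 15294, 8871 to 16741, 8660 to 16446, 8088 to 15465 and 7942 to 15942, and HAEC against HASMC alone 7922. For all ECs the 75th percentile filter gave 13201, cell types as units 2155 and HASMC as the only non-EC 11189, and leaving out 1 sample 18009 to 20830.

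EC arrays alone gave 8214 (HMVEC), 4152 (HUVEC), 2276 (HPAEC), 612 (HCAEC) and 1108 (HAEC) against the other 4 types, 3151 for HUVEC against arterial ECs and 567 for HPAEC against HUVEC. Array weights by cell type gave 9295, 4870, 3004, 444, 400, 2893 and 1137 in that order, and 273 for T cells against B cells. Leaving out 1 sample gave 975 to 5417, 58 to 1571, 3 to 634, 10 to 157, 6 to 346, 37 to 1055 and 21 to 192, and 2939 to 7287 for T cells against B cells. Offset 1 gave 72 (HPAEC), 18 (HCAEC), 77 (HAEC) and 56 (HPAEC against HUVEC), and offset 64 gave 241, 88, 233 and 146. Quantile normalization gave 73 (HPAEC) and 22 (HCAEC). eBayes without trend and robust gave 66 (HPAEC), 79 (HAEC) and 190 (HUVEC against arterial ECs).

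The lower bound rule, from HMVEC to HAEC, called 5952, 5951, 6133, 5165 and 5328 with the mean of the 3 non-EC type means, 909, 635, 634, 505 and 553 higher in ECs, and 2266, 1871, 2004, 1619 and 1624 without the B cell arrays. The one-sided bound gave 5778, 5937, 5021 and 5262 in HUVEC, HPAEC, HCAEC and HAEC. Leaving out 1 non-EC sample gave 2833 to 4428, 2603 to 4455, 2728 to 4593, 2134 to 3795 and 2303 to 4007. The share called in all 3 EC groups was 44.9% by limma calls and 16.7% to 23.2% leaving out 1 non-EC sample. The median fold change of Table 1 probe sets was 23.6 from the highest EC type, 16.4 from geometric means, 16.6 after quantile normalization, 18.2 after median scaling 25.1 with HASMC as the only non-EC and 11.1 from geometric means of signal plus 16, and 11.8 to 14.4 leaving out 1 sample. With 5 centres 2 groups of Table 1 probe sets, of 16 and 15, were high in HMVEC, in place of 1 group of 30. Gene lists past an adjusted p of 0.05 fell from 19 to 7 for all ECs against non-ECs with an estimated correlation, and from 7 to 1 for HMVEC against the other ECs.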

Differences from the paper's values

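Values marked as the paper's come first. By its methods the paper's values come from dChip signals. Those here come from the deposited MAS5 signals, with the lower bound rule applied in either direction. Whether this accounts for the differences was not tested. By the same thresholds, except that the false discovery rate reached 13.4% to 16.7%, from splits that hold real differences between cell types, where the paper's is under 2%, the paper's number of transcripts called against non-ECs is 1713 in HMVEC (3947 here), 1534 in HUVEC (3770 here), 1539 in HPAEC, which the paper's results call HPVEC (3936 here), 1239 in HCAEC (3203 here) and 1316 in HAEC (3419 here). The counts also differ under the alternatives set before the data were examined: the one-sided bound, the mean of the non-EC type means, the filter, quantile normalization, leaving out 1 non-EC sample, and calls higher in ECs only (909, 635, 634, 505 and 553). Leaving out the B cell arrays gives 2266, 1871, 2004, 1619 and 1624, all within 1.5 times of the paper's. That setting was chosen after seeing the values, and of the 108 Table 1 probe sets that the rule calls higher in 1 or more EC types it drops 4.

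The paper's number of transcripts called in at least 1 EC type is 2553, of 1617 genes, against 8737 of 4484 genes here, and no setting run came within 1.5 times (1416 probe sets of 866 genes for calls higher in ECs, 5070 probe sets without the B cell arrays and 7637 with HASMC as the only non-EC). For transcripts enriched in ECs the paper's abstract gives 1191, against 1416 probe sets called higher here at the false discovery rates above. That is within 1.5 times, as are the other settings except the mean of the non-EC type means (1881), quantile normalization (1836) and HASMC as the only non-EC (3065). The paper's share called in microvascular, arterial and venous ECs alike is approximately 50% in its text, in words, and about 39% in Fig. 1B, read by eye, against 19.9% here. Of the alternatives set before the data were examined, limma calls (44.9%) come within 1.5 times, and HPAEC counted as arterial, quantile normalization, leaving out 1 non-EC sample and calls higher in ECs only do not.

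The fold change of ECs over non-ECs in Table 1 differs by over 1.5 times for 55 of 109 probe sets, higher here for 27 and lower for 28. Alternatives set before the data were examined were the highest EC type mean, geometric means, quantile normalization, median scaling and leaving out each sample. HASMC as the only non-EC and leaving out the B cell arrays were chosen after seeing the values; they drop 6 and 4 of the 108 Table 1 probe sets that the lower bound rule calls. Geometric means of signal plus 16, the scale of the limma fit, were also chosen after seeing the values, and drop 15 of the 105 folds over 3. Under the highest EC type mean 15 of the 55 no longer differ and 41 others newly do, under quantile normalization 6 and 12, under HASMC as the only non-EC 18 and 34, and under geometric means of signal plus 16 8 and 18. In the lists that follow, each gene has the paper's fold first and the fold here second.

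Under no alternative did these come within 1.5 times: BMX 55.28 and 208.5, ROBO4 34.97 and 111.8, ECSCR 53.73 and 163.5, APLN 76.9 and 16.69, HSD17B2 133.64 and 46.65, FAM124B 17.93 and 51.2, KANK3 34.78 and 6.746, ESAM 14.83 and 131.4, CD34 17.19 and 3.813, SOX18 3.72 and 19.48, MYLK2 13.89 and 6.039, OVOS 6.8 and 2.738, GIMAP5 4.08 and 1.404, PLXNA2 5.18 and 13.13 and SHE 3.06 and 13.56.

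MMRN1 172.65 and 380.1, VWF 61.15 and 142.7, TIE1 78 and 209.5, MOV10L1 5.37 and 10.75 and TNFRSF10C 3.29 and 5.752, within 1.5 times under none of the alternatives set before the data were examined, but under geometric means of signal plus 16. GJA4 37.23 and 10.27, SLC2A12 17.4 and 5.057, GRAP 9.1 and 3.139, SLCO2A1 17.02 and 4.168, TNFRSF11A 11.24 and 4.028, KIAA1274 13.86 and 3.819 and NOTCH4 6.44 and 3.292, within 1.5 times under the highest EC type mean. CDH5 79.89 and 191, PDE2A 43.51 and 4.811, BMP4 28.88 and 75.15, PALMD 17.5 and 44.83, EDN1 9.37 and 19.6, HYAL2 5.2 and 9.784 and PROCR 3.27 and 8.055, within 1.5 times under none of the alternatives set before the data were examined, but under HASMC as the only non-EC. FLT4 19.45 and 5.458 and LAMP3 14.72 and 4.873, within 1.5 times under the highest EC type mean, and also under HASMC as the only non-EC. CCL14 45.05 and 25.25, within 1.5 times under the highest EC type mean, quantile normalization, median scaling and leaving out B cells replicate 1 or B cells replicate 2, and also under leaving out the B cell arrays. ERG 79.8 and 35.79, within 1.5 times under leaving out T cells replicate 1. ADRB1 19.91 and 10.23 and LOC441179 20.51 and 11.75, within 1.5 times under quantile normalization, median scaling and leaving out B cells replicate 2, and also under leaving out the B cell arrays. CYYR1 23.53 and 50.2, within 1.5 times under geometric means, and also under geometric means of signal plus 16. NRG3 19.5 and 6.428, within 1.5 times under the highest EC type mean and leaving out T cells replicate 1. RGS3 29.92 and 15.33, within 1.5 times under the highest EC type mean and quantile normalization, and also under HASMC as the only non-EC. CETP 7.91 and 13.08, within 1.5 times under geometric means and leaving out HMVEC replicate 1 or HMVEC replicate 2, and also under HASMC as the only non-EC.

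EGFL7 13.85 and 24.93, within 1.5 times under none of the alternatives set before the data were examined, but under HASMC as the only non-EC, leaving out the B cell arrays and geometric means of signal plus 16. PROX1 26.82 and 14.01, within 1.5 times under quantile normalization, median scaling and leaving out B cells replicate 2, and also under HASMC as the only non-EC and leaving out the B cell arrays. CXorf36 18.06 and 32.89, within 1.5 times under geometric means and leaving out HMVEC replicate 1 or HMVEC replicate 2, and also under leaving out the B cell arrays. PTPRB 13.61 and 21.8, within 1.5 times under leaving out T cells replicate 1 or T cells replicate 2 or B cells replicate 1 or B cells replicate 2, and also under HASMC as the only non-EC and leaving out the B cell arrays. PKHD1L1 4.04 and 1.573, within 1.5 times under the highest EC type mean and median scaling, and also under HASMC as the only non-EC and leaving out the B cell arrays. FAM174B 12.38 and 5.093, within 1.5 times under the highest EC type mean and leaving out B cells replicate 2, and also under HASMC as the only non-EC. SLC29A1 10.62 and 18.36, within 1.5 times under leaving out B cells replicate 1. HHIP 5.84 and 13.02, within 1.5 times under none of the alternatives set before the data were examined, but under HASMC as the only non-EC and leaving out the B cell arrays. KALRN 4.8 and 3.178, within 1.5 times under quantile normalization, median scaling and leaving out either sample of HUVEC, HPAEC, HCAEC, HAEC and B cells or T cells replicate 2, and also under HASMC as the only non-EC and leaving out the B cell arrays. LOC643733 3.71 and 2.464, within 1.5 times under the highest EC type mean, geometric means, median scaling and leaving out either sample of HUVEC, HPAEC, HCAEC and B cells or T cells replicate 2, and also under leaving out the B cell arrays and geometric means of signal plus 16. LYL1 4.42 and 7.257, within 1.5 times under leaving out HASMC replicate 1 or HASMC replicate 2 or T cells replicate 1.

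Of the 109 probe sets of Table 1, which the paper gives as EC-restricted, 102 were higher in ECs here and 80 were higher than in each non-EC type. GIMAP5 was lower in ECs by limma (-0.77 on the log2 scale), although its mean signal in ECs was 1.404 times that in non-ECs. SLC2A12, PROX1, LOC441179, PKHD1L1 and OVOS did not pass, and TNFRSF10C did not pass the filter. Of 27 other settings, PROX1 was called higher in 7 (offset 64, quantile normalization, median scaling, without HCAEC replicate 2, without HAEC replicate 1, and the 2 chosen after seeing the values), LOC441179 in 6 (offset 64, quantile normalization, median scaling, without HUVEC replicate 1, without B cells replicate 2 and HASMC as the only non-EC), TNFRSF10C in 5 (no filter, quantile normalization, median scaling and the same 2), OVOS in 2 (median scaling and HASMC as the only non-EC), GIMAP5 in 1 (HASMC as the only non-EC), and SLC2A12 and PKHD1L1 in none (limma). The lower bound rule calls 108 of the 109 higher in 1 or more EC types. The paper lists FLT4, TBX1 and ANGPT2 as high in HMVEC, and all 3 were higher there than in the other ECs by limma.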

Other observations

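HMVEC differed from the other EC types in more than their lymphatic genes. CD36, a fatty acid and thrombospondin receptor of microvessels, had a signal of 5211 ± 258 (SD, n = 2) in HMVEC and 87.0 ± 50.4 (n = 8) in the other ECs, a log2 difference of 5.83 (standard error 0.55, adjusted p = 1.602e-06, limma), and PPARG, a nuclear receptor of lipid storage, differed by 3.81. IL1RL1 (-7.34), IFI27, an interferon-induced gene (-6.22), NRCAM, a neural adhesion molecule (-6.23), and RGS5, a regulator of G protein signalling (-5.52), were lower. Of 26 matrix genes of mesenchymal cells 11 were higher, 2 lower and 13 did not pass (median 0.75, adjusted p = 4.964e-05, camera; adjusted p = 0.2542 with an estimated correlation), with COL1A2 (5.07) and COL3A1 (4.25), fibrillar collagen chains, higher and MMP2, a gelatinase (-3.45), lower. COL3A1 had a signal of 881 ± 6.68 (n = 2) in HMVEC and 11500 ± 717 (n = 2) in HASMC. Of 29 proliferation genes none was higher and 6 were lower (7 lower when adjusted over the list alone; median -1.20, adjusted p = 2.199e-06; adjusted p = 0.6102 with an estimated correlation), as MCM4 and MCM5, helicase subunits of DNA replication, fell by 2.57 and 1.62. On the EC arrays alone 29 of 29 were lower. Of 17 inflammatory genes none was higher and 6 were lower (median -1.50, adjusted p = 0.00127; adjusted p = 0.4219 with an estimated correlation), among them VCAM1, a leukocyte adhesion molecule (-2.80). Of 6 GIMAP genes 3 were higher and none lower (median 1.18, adjusted p = 0.001688; adjusted p = 0.4219 with an estimated correlation), of 31 EC transcription factors 8 and 2 (median 0.49, adjusted p = 0.01467; adjusted p = 0.2542 with an estimated correlation), and of 7 genes of adipocytes and pericytes 4 and 1 (median 1.31, adjusted p = 0.04268; adjusted p = 0.2542 with an estimated correlation). The median of the adipocyte and pericyte genes was 2.3 after quantile normalization and 2.18 after scaling to equal medians. General EC genes did not move in a common direction as a list: 7 were higher, 4 lower and 31 did not pass of 42 (adjusted p = 0.376, camera). On the EC arrays alone 19 of them were higher and 11 lower.

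HUVEC differed from the arterial types HCAEC and HAEC in 286 probe sets, 100 higher and 186 lower. PLAC8 was higher by 6.98 and MEOX2, a homeobox factor, by 4.34, and CPE, a carboxypeptidase counted among venous genes, by 4.16. HEY2, a Notch target of arteries, fell by 3.81, FBLN5 by 3.77 and POSTN by 4.69. Of 25 arterial EC genes 2 were lower and none higher (7 lower when adjusted over the list alone; median -0.69, adjusted p = 0.001929, camera; adjusted p = 0.3148 with an estimated correlation). In HPAEC against HUVEC 96 probe sets were called (38 higher, 58 lower). HOX genes, which record body position, were lower in HPAEC: of 19 measured 2 were lower and none higher (6 lower when adjusted over the list alone; median -0.85, adjusted p = 8.032e-08; adjusted p = 0.04779 with an estimated correlation), with HOXB7 at -4.19 and HOXD8 at -3.44. In HCAEC 2 of 21 interferon genes were higher than in the other ECs and none lower (9 higher when adjusted over the list alone; median 0.92, adjusted p = 3.087e-13; adjusted p = 0.05311 with an estimated correlation). Without HUVEC replicate 1 or 2 the 286 became 37 or 43 and the 96 became 21 and 21, and without HPAEC replicate 1 or 2 the 96 became 26 or 30.

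Against HASMC, ECs had 2944 probe sets higher and 3155 lower. Of 26 matrix genes of mesenchymal cells none was higher in ECs and 22 were lower (median -4.56, adjusted p = 3.627e-23, camera; adjusted p = 0.003866 with an estimated correlation), with COL6A3 at -7.39 and LUM, the proteoglycan lumican, at -7.13. Of 19 smooth muscle genes 1 was higher and 9 lower (median -0.78, adjusted p = 0.0001306; adjusted p = 0.0342 with an estimated correlation), with ACTA2, smooth muscle actin, at -2.04. All 6 GIMAP genes were higher in ECs (median 5.98, adjusted p = 3.738e-08; adjusted p = 0.04561 with an estimated correlation). The median of the smooth muscle genes was -1.56 after quantile normalization and -0.57 after median scaling. Calls higher in ECs made up 48.3% as deposited and 58.9% after median scaling.

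limma called 4926 probe sets between T cells and B cells, 2252 higher and 2674 lower in T cells. Calls higher in T cells made up 45.7% as deposited, 60.3% after quantile normalization and 85.4% after median scaling. The fit shares 1 estimate of spread over all types, but replicates differed most in T cells and B cells (SD 1.162 and 1.170). The count of 4926 is therefore too high. It fell with array weights by cell type, and 9 were called against a 3-fold change, all lower in T cells. The T cell genes seen in the B cell samples also bear on this comparison. IGHD, an immunoglobulin heavy chain (-5.79), and CD83, an activation marker (-4.76), were lower in T cells, and XCL2, a chemokine (3.99), and CD2, an adhesion receptor of T cells (2.58), higher. Of 22 B cell genes 18 were lower and none higher in T cells (median -2.86, adjusted p = 3.071e-13, camera; adjusted p = 0.003571 with an estimated correlation), and of 23 T cell genes 8 were higher and none lower (12 higher when adjusted over the list alone; median 1.59, adjusted p = 9.349e-06; adjusted p = 0.4202 with an estimated correlation). Without B cells replicate 2 the count was 2939. HBB, beta globin, had a signal of 34300 ± 14840 (SD, n = 2) in B cells, 10640 ± 12710 (n = 2) in T cells and 28.2 ± 12.0 (n = 10) in ECs. The B cell samples also had the highest 3'/5' ratios.

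Other lists for ECs against all non-ECs were as follows (camera). Of 19 lymphatic EC genes 12 were higher and 1 lower (adjusted p = 0.001637; adjusted p = 0.03539 with an estimated correlation), and of 15 venous genes 12 and 2 (median 3.07, adjusted p = 0.0004414; adjusted p = 0.03221 with an estimated correlation). Lists that passed only with the preset correlation were arterial EC genes (17 higher and 4 lower of 25, median 1.79, adjusted p = 0.0004855; adjusted p = 0.137 with an estimated correlation), blood vascular genes (13 and 5 of 21, median 1.35, adjusted p = 0.02047; adjusted p = 0.2166 with an estimated correlation), proliferation genes (25 higher of 29, adjusted p = 3.357e-05; adjusted p = 0.4451 with an estimated correlation) and smooth muscle genes (12 and 4 of 19, median 0.93, adjusted p = 0.0452; adjusted p = 0.2113 with an estimated correlation). GIMAP genes (5 and 1 of 6, median 2.54, adjusted p = 0.01879; adjusted p = 0.3257 with an estimated correlation), interferon genes (1 and 15 of 21, median -1.23, adjusted p = 0.001643; adjusted p = 0.2417 with an estimated correlation), inflammatory genes (4 and 12 of 17, median -1.43, adjusted p = 0.0156; adjusted p = 0.3524 with an estimated correlation) and erythroid genes (5 lower of 6, median -3.42, adjusted p = 0.01458; adjusted p = 0.3524 with an estimated correlation) behaved the same way. The rise in GIMAP genes was mostly against HASMC. Their mean log2 level was 4.85 in HASMC, 10.76 in T cells, 9.16 in B cells and 9.67 to 11.94 in the EC types. The rise in smooth muscle genes was against the lymphocytes. Their mean log2 level was 10.41 in HASMC, 6.79 in T cells, 7.30 in B cells and 8.74 to 9.24 in the EC types. Monocyte and NK cell genes were lower with either correlation (1 higher and 16 lower of 18, median -2.87, adjusted p = 7.571e-06). Lists that did not pass were platelet genes (4 higher and 8 lower of 14, median -0.84 and mean 0.26, adjusted p = 0.6988), HOX genes (8 and 6 of 19, adjusted p = 0.4925), lipid genes (6 and 3 of 15, adjusted p = 0.3481), epithelial genes (3 and 3 of 7, adjusted p = 0.9201), adipocyte and pericyte genes (3 and 2 of 7, adjusted p = 0.4655) and housekeeping genes (2 and 4 of 11, median 0.03, adjusted p = 0.7923).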
